# Spatial and sex-specific dissection of the *Anopheles gambiae *midgut transcriptome

**DOI:** 10.1186/1471-2164-8-37

**Published:** 2007-01-29

**Authors:** Emma Warr, Ruth Aguilar, Yuemei Dong, Vassiliki Mahairaki, George Dimopoulos

## Abstract

**Background:**

The midgut of hematophagous insects, such as disease transmitting mosquitoes, carries out a variety of essential functions that mostly relate to blood feeding. The midgut of the female malaria vector mosquito *Anopheles gambiae *is a major site of interactions between the parasite and the vector. Distinct compartments and cell types of the midgut tissue carry out specific functions and vector borne pathogens interact and infect different parts of the midgut.

**Results:**

A microarray based global gene expression approach was used to compare transcript abundance in the four major female midgut compartments (cardia, anterior, anterior part of posterior and posterior part of posterior midgut) and between the male and female *Anopheles gambiae *midgut. Major differences between the female and male midgut gene expression relate to digestive processes and immunity. Each compartment has a distinct gene function profile with the posterior midgut expressing digestive enzyme genes and the cardia and anterior midgut expressing high levels of antimicrobial peptide and other immune gene transcripts. Interestingly, the cardia expressed several known anti-*Plasmodium *factors. A parallel peptidomic analysis of the cardia identified known mosquito antimicrobial peptides as well as several putative short secreted peptides that are likely to represent novel antimicrobial factors.

**Conclusion:**

The *A. gambiae *sex specific midgut and female midgut compartment specific transcriptomes correlates with their known functions. The significantly greater functional diversity of the female midgut relate to hematophagy that is associated with digestion and nutrition uptake as well as exposes it to a variety of pathogens, and promotes growth of its endogenous microbial flora. The strikingly high proportion of immunity related factors in the cardia tissue most likely serves the function to increase sterility of ingested sugar and blood. A detailed characterization of  the functional specificities of the female mosquito midgut and its  various compartments can greatly contribute to our understanding of its  role in disease transmission and generate the necessary tools for the  development of malaria control strategies.

## Background

The midgut of the female *Anopheles *mosquito is responsible for the digestion of the blood meal and is the entry point and site of extensive interaction with disease-causing pathogens. Female mosquitoes are capable of transmitting a variety of pathogens and as such the midgut has become an important focus for studies that aim at understanding the transmission biology of vector-borne diseases [1-10].

A variety of studies, including microarray-based gene expression analyses, have addressed the effect of infection or blood-meal ingestion on the female mosquito. These studies have established the immune responsive capacity of the midgut and provide detailed information about a variety of biological processes that are regulated upon blood feeding [1-3,5-12]. However, these studies have largely focused on the overall mosquito midgut transcriptome, ignoring the spatial specialization of different functions in the various compartments of this tissue (Figure 1a).

Adult female mosquitoes feed on  both blood and sugar, and the storage and processing of these two foods  are spatially different. The ingested sugar is first stored in the  ventral diverticulum (crop) and then delivered to the midgut. Its digestion and absorption occurs within both the anterior and posterior midgut [13,14]. The alpha-glucosidase activity responsible for sugar digestion is detected in both compartments, although regulation does differ between the two; the enzyme activity is constitutively expressed in the anterior midgut, and blood-feeding does not influence its levels [15]. In contrast to sugar digestion, the blood meal is exclusively digested and absorbed in the posterior region [13,16]. Aminopeptidases and glucosidases are also detected in the posterior region, where their levels rise after blood-feeding. Digestion of the protein content of blood is mainly carried out by serine proteases such as trypsins and chymotrypsins that display complex patterns of regulation in relation to blood feeding. Trypsin activity is limited to the posterior region of the midgut [15,17-19]. The majority of the cells in the posterior midgut are digestive epithelial cells, which produce and secrete the enzymes needed for blood-meal digestion [14]. Regenerative and endocrine cells are also present in the posterior midgut, although their function is currently unknown [14]. In addition to their essential  role in blood-meal digestion, trypsins have also been shown to be  required for the activation of an ookinete-secreted chitinase, which  enables the parasite to penetrate the peritrophic matrix of the mosquito  midgut [20-22]. A variety of transporters responsible for maintaining osmotic balance and nutritient uptake are also expressed in the midgut and are regulated upon feeding [9].

The peritrophic matrix of mosquitoes is a semi-permeable chitinous matrix that lines the digestive tract and thereby acts as a barrier to direct contact with the blood meal and to microbial and parasitic infections [23,24]. The peritrophic matrix is synthesized by midgut epithelial cells in direct response to the ingestion of a blood meal. The peritrophic matrix precursors are stored in secretory vesicles of midgut epithelial cells, and the secretion of these proteins is triggered by blood-feeding, releasing the vesicle contents into the lumen of the mosquito midgut [25]. The malarial parasite *Plasmodium *has to cross the peritrophic matrix before it can invade the midgut epithelium and, as such, the peritrophic matrix and the genes involved in its formation have therefore become a focus for studies that aim to block parasite transmission [25-28].

In *Plasmodium*-infected mosquitoes, oocysts are primarily found in the very posterior region of the midgut [29]. The reason(s) for this spatial distribution is still unclear. An early suggestion was that the parasites preferentially invade vesicular ATPase (V-ATPase)-overexpressing cells that are located at the very posterior region of the midgut [29,30]. More recently, it has been shown that not all *Plasmodium *species specifically invade this particular type of cell [31].

The close association between transcript abundance and gene function makes it possible to infer biological function and physiological conditions from gene expression profiles. We have performed a global microarray-based gene expression analysis to study the midgut sex- and compartment-(cardia, anterior, anterior-posterior and posterior-posterior) specific transcriptomes. In conjunction with this analysis, we have utilized a peptidomic approach to identify putative short secreted peptides that are enriched in the cardia and anterior compartment, where the majority of the mosquito's antimicrobial peptides are found to be produced. The elucidation of these spatial profiles (both transcriptomic and peptidomic) will provide a broadened basis for understanding the physiological significance and functional attributes of the *A. gambiae *midgut, and may lead to the identification of components that can be used to develop novel strategies to disrupt pathogen transmission.

## Results and discussion

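The assays used 18 oligonucleotide arrays, with 3 arrays for each of 6 comparisons. Each array was hybridized with a Cy5-labeled and a Cy3-labeled sample, and no comparison had a dye swap. In the sex comparison, the male midgut sample carried Cy5 and the female midgut sample carried Cy3, so that a positive log2 ratio stood for a higher abundance in the male midgut. The mosquitoes were 4 days old and the females had not been blood fed. The authors read the spots with GenePix and then applied a signal threshold of 100 units, LOWESS normalization and t-tests. The deposited values are log2 Cy5/Cy3 ratios of the features and include neither the threshold nor the normalization. They come without intensities, so that neither step could be repeated. On the 3 sex arrays, 15494, 15489 and 15414 features had a value. The 120 spots of the 18 arrays that held the placeholder ratio of 100000 were treated as missing. Features of the same transcript were averaged, which gave 14197 transcripts. Each array was then centred on the median of the 1937 transcripts that Additional file 1 lists for the male versus female assay. Before centring, this median lay between -0.16 and 0.28 on the sex arrays. Over the 18 arrays it differed from the median of all transcripts by -0.19 to 1.31, so that the choice of centre shifted all ratios of an array by that amount. Tests covered the 3104 transcripts of Additional file 1 that were on the array, with 1 limma fit over the 18 arrays. A transcript was called enriched at a mean change of at least 2-fold and a Benjamini-Hochberg adjusted p below 0.05 within its comparison. The number of arrays limits the precision of each mean.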

The *Anopheles gambiae *sex-specific midgut transcriptomes and the female midgut compartment-(cardia, anterior, anterior-posterior and posterior-posterior) specific transcriptomes were characterized using microarrays that represented the entire mosquito transcriptome [4]. For the midgut compartment-specific transcription assays, labeled samples made from RNA from each compartment were hybridized against a labeled sample made from RNA of the entire midgut. Genes that exhibited differential expression of 2-fold or greater between the compared samples were considered to be significantly enriched in either one of the samples. Expression data generated by the microarray analysis were validated by independently determining the regulation of 11 genes with real-time quantitative PCR (QRT-PCR) (Figure 1b).

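Additional file 3 gives log2 ratios from 3 real-time PCR replicates for 11 genes in 4 of the comparisons. Of these genes, 10 could be matched to a transcript by name, which left 40 points. BRP had no matching name and was left out. Across these points, Pearson's r between the mean array log2 ratio and the log2 PCR ratio was 0.316 (permutation test, 2-sided, p = 0.0468). R2 was 0.10 and the slope was 0.588. Spearman's rho was 0.255 (permutation test, p = 0.112). Without the 2 points farthest from the median array value, r was 0.236 (permutation test, p = 0.154), so that the relation rested on those points. The 4 points of a gene are not independent. With each gene left out in turn, r was lowest without cecropin 3, at 0.244 (permutation test, p = 0.151). It was highest without TEP4, at 0.396 (permutation test, p = 0.0161). Single arrays gave R2 values from 0.0065 to 0.185, with an SD of 0.0896. Array and PCR ratios had the same sign at 22 of the 40 points. With the paper's own array values from Additional file 3 at the same points, r was 0.806 (permutation test, p = 1e-05, the smallest that the permutations can give), R2 was 0.650 and the sign was the same at 37 points.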

### *Anopheles gambiae *sex-specific midgut transcriptome

The 4-day-old mosquito midgut expressed 3105 genes in total (estimate based on the threshold hybridization signals of labeled samples made from the female and male whole midgut and the female midgut compartments as described in the methods section) (Figure 1c). 

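The deposited ratios carry no signal values, so that the threshold behind this estimate could not be applied to them. A value on at least 2 of the 3 arrays was present for 14197 transcripts in at least 1 comparison and for 13865 in all 6. These are numbers of transcripts with a ratio and not of expressed genes. The cardia versus whole midgut arrays had the fewest, with 13877 transcripts. Additional file 1 lists 3104 transcripts that are on the array. A ratio made of a few units of signal equals a fraction with a denominator of 10 or less, here taken within 0.00051. Ratios of larger signals can do so by chance, and ratios moved by 4 to 15 thousandths up or down did so for 1.48% to 3.84% over the 18 arrays. On the sex arrays, between 4.64% and 8.13% of the listed male versus female transcripts had such a ratio, against 7.38% to 21.7% of the transcripts outside that list.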

I direct comparison of transcript abundance between the female and male midguts identified 135 transcripts that were specifically enriched in the female midgut and 49 transcripts that were specifically enriched in the male midgut (Figure 1c, d) (Additional file 1). 

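Of the 3104 transcripts tested between male and female midguts, 121 were higher in the female and 31 were higher in the male midgut by limma. At a 2-fold mean change alone, 464 were higher in the female and 74 in the male. Among the 1937 listed for this assay, 10 and 31 were called, and 30 and 72 changed 2-fold. Most female calls thus lay outside the list used as the centre. On the sex arrays, the median of that list was 0.62 to 0.91 above that of the other transcripts. This centre therefore places unlisted transcripts towards the female midgut. The median SD between the 3 arrays was 0.33 log2. Which transcripts were called depended on the centring. With each array centred on the median of all its transcripts, 20 transcripts were higher in the female and 363 in the male. With the replicate number as a term in the fit, 35 were higher in the female and 15 in the male. The count also changed with 1 array left out, where fewer arrays by themselves make fewer calls. It was 0 without replicate 2 and 0 without replicate 3, against 46 without replicate 1. With all 3 arrays, the methods' t-test gave 156 female-enriched and 51 male-enriched transcripts at an unadjusted p of 0.05 or less, and 0 after Benjamini-Hochberg adjustment. The largest change towards the male midgut was in EN015553, at 2.75 ± 0.32 (SD, n = 3, adjusted p = 0.0211 by limma), which was higher on 3 of 3 arrays. EN015550 was at 2.41 ± 0.97 and EN027221 at 1.93 ± 0.26. Towards the female midgut, EN029592 had the largest change, at -2.91 ± 1.83 (SD, n = 3, adjusted p = 0.0275 by limma). EN019579 was at -2.71 ± 1.58, and a sodium/hydrogen exchanger (EN004030) at -2.51 ± 0.48. None of these 6 calls held without replicate 2 or without replicate 3, where their adjusted p lay between 0.102 and 0.271. EN015553 and EN015550 were also lost without replicate 1, at 0.0657 and 0.170, and EN015550 with the replicate number as a term, at 0.0664. Additional file 1 holds 135 ratios of 0.5 or less and 45 of 2 or more for this assay. The deposited means of the 135 had a median of -0.57 and were positive for 14. The means of the 45 had a median of 0.97 and were positive for 44.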

The remaining 1755 transcripts were present at equal levels in both the male and female midguts, and they represented a variety of functional classes. 

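Of the transcripts tested, 2566 had a mean change below 2-fold between the sexes in either direction. Across the 1937 listed transcripts, the log2 of the paper's ratio and the deposited mean had a Pearson's r of 0.72. This correlation is across transcripts, which are not independent replicates. Between pairs of the 3 sex arrays, r lay between 0.541 and 0.694 across the transcripts of Additional file 1. Across all transcripts it lay between 0.433 and 0.582.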

The most prominent of these classes were replication/transcription/translation (R/T/T), metabolism, and redox/mitochondrial (Figure 1d). A total of 58 immunity and apoptosis -related transcripts were expressed in both female and male midguts, including three known anti-microbial peptides, gambicin (EN013255), cecropin CEC3/CECB (EN011995) and cecropin SEC2/SECC (EN011963) (Additional file 1). 

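All 3 peptides were at a positive mean in the male relative to the female midgut. Gambicin (EN013255) was at 0.85 ± 0.32 (SD, n = 3, adjusted p = 0.105 by limma), cecropin CEC3/CECB (EN011995) at 0.89 ± 0.44 and cecropin CEC2/CECC (EN011963) at 0.50 ± 0.37. Each was higher on 3 of 3 arrays and none was called. Centred on the median of all transcripts, gambicin was called higher in the male midgut. As a set with defensin 1 (EN015621, 1.02 ± 0.38), the 4 antimicrobial peptides had a median of 0.87, against -0.29 for the 1857 transcripts with homology text (limma camera, adjusted p = 0.00154 over 48 tests, 4 of 4 members higher). At the correlation between genes that camera estimates from 3 arrays, the adjusted p was 0.761. It was 0.0742 under fry and 0.0615 with the arrays centred on all transcripts, so that the set passed under neither.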

Thirty transcripts encoding putative pattern recognition receptors were also highly expressed in the midguts of both sexes. These included members of the C-type lectin, ML2-like family (AGMDL), fibrinogen domain immunolectin (FBN), Galectin, Gram-negative bacteria binding protein (GNBP), peptidoglycan recognition protein (PGRP), scavenger receptor, leucin rich repeat domain gene family (LRRD), and thioester containing protein (TEP) families (Additional file 1). 

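Transcripts of REL2, TOLL6, CLIPD6, SP22D and 4 serpins were each measured on 3 arrays in the sex comparison and none passed the threshold. TOLL6 (EN008963) had the largest mean, at -0.91 ± 0.25 (SD, n = 3, adjusted p = 0.173 by limma), and was higher in the female midgut on 3 of 3 arrays. REL2 (EN020234) was at -0.37 ± 0.28 and CLIPD6 (EN026417) at -0.50 ± 0.38. SP22D (EN021796) was at 0.47 ± 0.42. Among the serpins, EN010545 was at 0.65 ± 0.18, EN024799 at 0.20 ± 0.12, EN024759 at 0.23 ± 0.15 and EN024786 at -0.10 ± 0.17. Centred on the median of all transcripts, SP22D and EN010545 were called higher in the male midgut.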

A further eight transcripts are involved in putative immune amplification and signalling pathways: REL2 (EN020234), TOLL6 (EN008963), two immune-related serine proteases CLIPD6 (EN026417) and SP22D (EN021796), and four serpins (EN010545, EN024799, EN024759, EN024786) (Additional file 1).

The female midgut-specific genes displayed a significantly greater functional diversity than did the male midgut-specific genes, which were mostly involved in housekeeping processes. The functional differences between the transcriptomes of the male and female midguts were mainly related to immunity and blood digestion (Figure 1d). 

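Classes were assigned here by words in the homology text of Additional file 1 and are not the paper's own classes. By this rule 108 of the tested transcripts belonged to immunity and 85 to proteolysis. Immunity transcripts made up 8 of the 121 transcripts higher in the female midgut, or 6.61%. Proteolysis transcripts made up 4 of them, or 3.31%. As sets, immunity had a median of -0.42 and proteolysis of -0.44, against the background median of -0.29. Neither passed by limma camera, with adjusted p of 0.640 and 0.277. With the arrays centred on all transcripts, 12 immunity and 6 proteolysis transcripts were called higher in the male midgut and 1 of each in the female. From the classes of the enriched transcripts in Figure 1d, the paper states that the sexes differ mainly in immunity and blood digestion.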

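The carboxypeptidases EN021052 and EN020553 and the trypsins 3, 4, 5 and 7 were tested between the sexes, and 0 of these 6 were called by limma. EN021052 was at 0.48 ± 0.25 (SD, n = 3, adjusted p = 0.256 by limma), towards the male midgut on 3 of 3 arrays, and EN020553 was at 0.10 ± 0.52. With the arrays centred on all transcripts, EN021052 was called higher in the male midgut (1.16, adjusted p = 0.0189 by limma). Trypsin 3 (EN006721) was at 0.23 ± 0.13. The other trypsins had negative means, with -0.11 ± 0.41 for trypsin 4 (EN018384), -0.62 ± 0.91 for trypsin 5 (EN018317) and -0.14 ± 0.19 for trypsin 7 (EN018316). Each of these means was smaller than its SD. With an unadjusted limma p below 0.05 and a 2-fold change, 0 of the 6 passed, and 0 passed by the methods' t-test. Among all proteolysis transcripts, 15 were at least 2-fold higher in the female midgut and 4 of these passed the methods' t-test.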

A total of 17 transcripts involved in proteolysis including several blood digestive enzyme genes such as carboxypeptidases (EN021052, EN020553), and trypsins 3, 4, 5 and 7 (EN006721, EN018384, EN018317, EN018316). A previous report also showed that these members of the trypsin family are constitutively expressed in unfed female mosquitoes while two (TRY-1 and -2) are blood-meal-inducible [19]. In contrast, the male midgut did not display specific expression of single proteolytic enzyme transcript. 

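Of the proteolysis transcripts, 0 were called higher in the male midgut by limma. At least a 2-fold mean change towards the male was seen for 2, and both had an unadjusted p below 0.05 by limma. By the methods' t-test, 1 passed.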

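The peritrophin 1 precursors EN013392 and EN023523 had positive means in the male relative to the female midgut, at 0.63 ± 0.32 and 0.73 ± 0.37 (SD, n = 3 each, adjusted p = 0.469 and 0.172 by limma). Both were higher in the male sample on 3 of 3 arrays, and neither was called. EN023523 was called higher in the male midgut with the arrays centred on all transcripts.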

Two peritrophin 1 precursors (EN013392, EN023523) were also found to be highly expressed in the female gut (Additional file 1). In contrast to the female midgut, the male gut was not enriched in transcripts that are known to play a role in blood digestion (Figure 1d).

Eight transcripts pertaining to immunity-related functions were enriched in the midguts of female mosquitoes; these included two members of the FBN family (EN019563, EN022867), serpin 15 (EN024710), prophenoloxidase 9 (EN010740), a lysozyme (EN025070), an immunoglobulin-like precursor (EN027057) and nitric oxide synthase (EN019316) (Additional file 1). In contrast, the male midguts did not exhibit specific expression of any immune genes (Additional file 1).

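Of the 7 immunity transcripts named here, 0 were called by limma. The immunoglobulin-like precursor (EN027057) was the lowest, at -1.31 ± 0.19 (SD, n = 3, adjusted p = 0.100 by limma), and was higher in the female midgut on 3 of 3 arrays. It was called in a limma fit of the 3 sex arrays alone, as was the lysozyme EN025070 in the opposite direction. Prophenoloxidase 9 (EN010740) was at -0.64 ± 0.19 and the FBN family member EN019563 at -0.62 ± 0.27. The other 4 had positive means, with 0.63 ± 0.31 for the FBN family member EN022867, 0.62 ± 0.34 for serpin 15 (EN024710) and 0.15 ± 0.58 for nitric oxide synthase (EN019316). The lysozyme EN025070 was at 1.34 ± 0.28 (adjusted p = 0.153 by limma), higher in the male midgut on 3 of 3 arrays. With the arrays centred on all transcripts, EN022867, EN024710 and EN025070 were called higher in the male midgut (adjusted p = 0.00763, 0.00807 and 0.0323 by limma). At an unadjusted p below 0.05 and a 2-fold change, EN025070 passed towards the male and EN027057 towards the female midgut, and both passed the methods' t-test. Of the 17 transcripts named in the paper's text or Table 1 with a printed male/female ratio of 0.5 or less, 9 had a positive mean. Over the 33 transcripts that the paper names for this comparison, 0 were called by limma, and 0 were called with p adjusted over the list alone. Of the 33, 2 passed towards the male and 1 towards the female midgut at an unadjusted p below 0.05 with a 2-fold change, and the same numbers passed the methods' t-test. The list was chosen by the study on these samples and is not independent evidence.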

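By the class rule used here, 1 of the 31 transcripts called higher in the male midgut belonged to immunity, or 3.23%. At least a 2-fold mean change towards the male midgut was seen for 3 immunity transcripts, and towards the female midgut for 23. Over all transcripts these numbers were 74 and 464, and both follow from the centre chosen.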

### Female midgut compartment-specific transcriptomes

To investigate the female midgut compartment-specific transcriptomes, the gene-specific mRNA abundance of each compartment (cardia, anterior, anterior-posterior and posterior-posterior) was compared to that of the whole female mosquito midgut (Figure 2a). 

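The 4 compartment comparisons each had 3 arrays, with the compartment in Cy5 and the whole female midgut in Cy3, so that a positive log2 ratio stood for a higher abundance in the compartment. The authors made the values as for the sex comparison, and they were processed here in the same way. The cardia arrays had values for 12273, 14147 and 15041 features, against at least 15016 on every other array, so that 2 of the 3 had fewer than any other. Blank spots reached 22.6% on the first cardia array among transcripts outside the male versus female list, while no array of the other comparisons passed 3.54%. Ratios that equal a fraction with a denominator of 10 or less, as a few units of signal give, made up 55.4% of that list on the second cardia array, against 30.2% at most in the other comparisons. Among the other transcripts the share on that array was 56.5%, within the 4.02% to 74.8% of the other comparisons. On cardia arrays 1 and 3 both shares lay within the range of the other comparisons. Before centring, the medians of all features lay between -2.36 and 0.14 over the 18 arrays. Across the transcripts of Additional file 1, pairs of the 3 cardia arrays had a Pearson's r between -0.053 and 0.061. The range was 0.478 to 0.771 for the anterior, 0.301 to 0.602 for the anterior-posterior and 0.144 to 0.551 for the posterior-posterior arrays. Across all transcripts, the cardia range was -0.10 to 0.10. The others were 0.36 to 0.64, 0.24 to 0.45 and 0.098 to 0.39 in the same order. The median SD between arrays was 0.80 for the cardia, 0.42 for the anterior, 0.62 for the anterior-posterior and 0.51 for the posterior-posterior comparison.

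**Figure D1:**
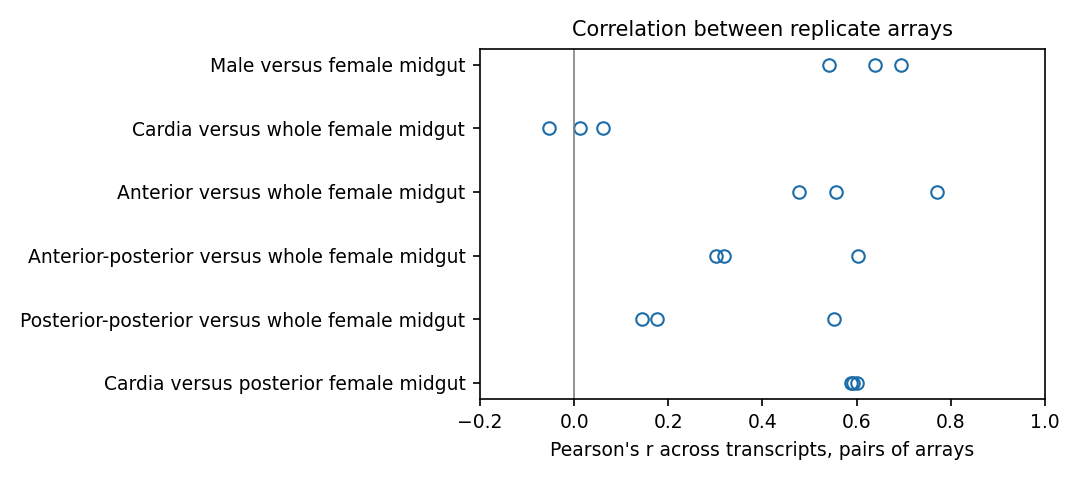
Pearson's r between pairs of arrays of the same comparison (x axis, without units), for the 6 comparisons (y axis). It was taken across the transcripts of Additional file 1. Each circle is 1 of 3 pairs of arrays. The cardia versus whole female midgut pairs lie near 0 and the other pairs between 0.144 and 0.771.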

The relatively small number of posterior part-enriched (anterior-posterior and posterior-posterior) genes identified in these assays is attributed to the significantly larger number of cells contained in the posterior midgut (and hence larger contribution of this compartment towards the total RNA of the midgut) and the quite similar cell makeup of the two parts in conjunction with our hybridization strategy that was based on a hybridization between a posterior compartment-specific labeled sample against the whole midgut sample, which also included the same posterior compartment transcripts. 

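Across transcripts, the mean anterior-posterior and posterior-posterior ratios had a Pearson's r of 0.684. Both comparisons used whole female midgut as the reference, with reference samples that are labeled apart. If the same samples had been used, their ratios would correlate without any change in a compartment, with an average r of 0.494 in 100 simulations. Arrays with the same replicate number gave no sign of this, as their deviations from the comparison means had r of -0.12, -0.31 and -0.48. From the share of posterior cells in the whole midgut and the similarity of both posterior parts, the paper reasons that few transcripts could stand out against this reference.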

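The direct comparison had 3 arrays with the cardia in Cy5 and the posterior midgut in Cy3, so that a positive log2 ratio stood for a higher abundance in the cardia. Values were present for 15485, 15404 and 15230 features. The medians before centring were 0.25, -0.40 and 0.20 over the transcripts of the male versus female list. Across the transcripts of Additional file 1, pairs of these arrays had a Pearson's r between 0.587 and 0.600, and the median SD between arrays was 0.29. The authors chose some of those transcripts from these same arrays. Across all transcripts, r lay between 0.276 and 0.284. Additional file 1 gives 867 ratios for this comparison. Their log2 values and the deposited means had an r of 0.95, and the paper's values were lower by a median of 0.37.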

For this reason a second set of hybridizations was also performed to directly compare gene expression in the cardia and posterior midgut (Figure 2b) (Additional file 1). These assays identified a  significantly larger number of posterior midgut-enriched transcripts.

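Against the whole female midgut, 121 transcripts were called higher in the anterior-posterior and 0 in the posterior-posterior midgut. Against the cardia, 38 were called higher in the posterior midgut. At a 2-fold mean change alone the counts were 146, 71 and 254. The direct cardia/posterior ratio can be set against the cardia/whole ratio minus the mean of both posterior/whole ratios. Across 3076 transcripts, Pearson's r between these estimates was -0.127, and r for single replicates had an SD of 0.114. Over the transcripts of the male versus female list, r was 0.108, a choice made after the values were seen. Without replicate 2 of each comparison it was 0.0032. The direct and the indirect route thus gave no common ranking of transcripts.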

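In the cardia versus whole midgut comparison, 52 transcripts were called higher in the cardia by limma among 3077 tested, and 36 lower. Their number depended on each array. Without replicate 2 the calls were 131 higher and 110 lower, without replicate 3 they were 100 and 59, and without replicate 1 they were 26 and 28. A limma fit of the 3 cardia arrays alone gave 0 calls, as did arrays scaled to the same median absolute deviation. With an unadjusted limma p below 0.05 and a 2-fold change, 173 were higher and 149 lower, and the methods' t-test gave 33 and 9. The largest called means were those of a carbonic anhydrase (EN014919), at 2.87 ± 2.88 (SD, n = 3, adjusted p = 0.0213 by limma), a cyclin-dependent kinase regulatory subunit (EN005592), at 2.77 ± 2.90, and a cadherin domain transcript (EN022294), at 2.77 ± 3.09. These p-values rest on a spread shared by the 6 comparisons, with an SE of 0.623 for EN014919, and not on the SD given. As the cardia arrays had the largest median SD, at 0.80, the p-values may be too small here. Each SD exceeded its mean, and each call was lost without replicate 1, where the means were 1.21, 1.13 and 1.05. That of EN022294 was also lost with the replicate number as a term (adjusted p = 0.0517 by limma). Lower in the cardia were EN012544, at -2.89 ± 2.58, EN011450, at -2.30 ± 1.89, and a serine protease (EN027245), at -2.20 ± 0.91. Of these, EN012544 and EN011450 were no longer called without replicate 1 or without replicate 3. The 264 transcripts of the paper's list had a median of 0.71 in the deposited means. The mean was positive for 236, at least 2-fold for 74, and called for 17.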

The cardia tissue displayed specific expression of 264 transcripts when compared to the whole female mosquito gut (Figure 2a) (Additional file 1). Direct comparison of gene expression between the cardia and the posterior midgut identified 97 cardia-specific transcripts, of which 18.5% (18 transcripts) belonged to the immunity class (Figure 2b) (Additional file 1). 

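Between the cardia and the posterior midgut, 96 transcripts were called higher in the cardia. With each array centred on the median of all its transcripts this number was 148. With 1 array left out it fell, as fewer arrays alone can cause. It was 51 without replicate 1, 25 without replicate 2 and 21 without replicate 3. Of the 96, 16 belonged to immunity by the class rule, or 16.7%. The highest means were those of EN020647, at 3.27 ± 1.13 (SD, n = 3, adjusted p = 8.8e-05 by limma), EN028561, at 3.19 ± 0.45, and a peritrophin A type chitin binding transcript (EN026405), at 3.12 ± 0.33. All 3 were higher on 3 of 3 arrays and stayed called with any 1 array left out. Of the paper's 97 cardia-enriched transcripts, 97 had a positive mean, 85 were at least 2-fold higher and 69 were called. The paper's text, Table 1 and the matched genes of Additional file 3 give 49 transcripts for this comparison, of which 37 were in the tested set. Of these, 10 were called over all transcripts. With p adjusted over the list alone, 15 were called higher and 1 lower in the cardia. The study chose this list on these samples, so that the second count is not independent evidence.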

All of the known mosquito anti-microbial peptides cecropin CEC3/CECB (EN011995), cecropin CEC2/CECC (EN011963), gambicin (EN013255), and defensin 1 (EN015621) were all significantly enriched in the cardia when compared to the other compartments (Additional file 1). 

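In the direct comparison with the posterior midgut, gambicin (EN013255) was at 1.46 ± 0.076 (SD, n = 3, adjusted p = 0.0114 by limma) and was called. Cecropin CEC3/CECB (EN011995) was at 1.69 ± 0.52 (adjusted p = 0.0759 by limma), cecropin CEC2/CECC (EN011963) at 1.53 ± 0.29 (adjusted p = 0.0758 by limma) and defensin 1 (EN015621) at 1.23 ± 0.24 (adjusted p = 0.0851 by limma). All 4 were at least 2-fold higher by their mean and higher on 3 of 3 arrays, but only gambicin passed. Its call was lost with any 1 array left out, at adjusted p from 0.0733 to 0.0999 by limma, while its mean stayed between 1.43 and 1.50. In a fit of these 3 arrays alone, gambicin and the other 3 passed. Against the whole midgut, the cardia means were 0.52 ± 0.77 for gambicin, 1.05 ± 1.25 for CEC3/CECB, 1.28 ± 1.94 for CEC2/CECC and 0.36 ± 1.51 for defensin 1. None of these was called by limma. Without replicate 2, CEC2/CECC and defensin 1 were called. Of the 15 transcripts that the paper names for the cardia against the whole midgut, 0 were called, and 0 were called with p adjusted over the list alone. At an unadjusted p below 0.05 with a 2-fold change, 1 passed, and 0 passed the methods' t-test. In the other compartments against the whole midgut, gambicin was at 0.89 ± 0.40 in the anterior, 0.48 ± 0.79 in the anterior-posterior and 0.67 ± 0.38 in the posterior-posterior midgut. In contrasts of the cardia ratio with the anterior, anterior-posterior and posterior-posterior ratios, the differences were -0.37, 0.03 and -0.15 for gambicin, 0.42, 1.45 and 0.42 for CEC3/CECB, 1.12, 1.97 and 1.88 for CEC2/CECC and 0.60, 0.10 and 0.60 for defensin 1. None was called, with adjusted p from 0.0908 to 0.977 by limma.

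**Figure D2:**
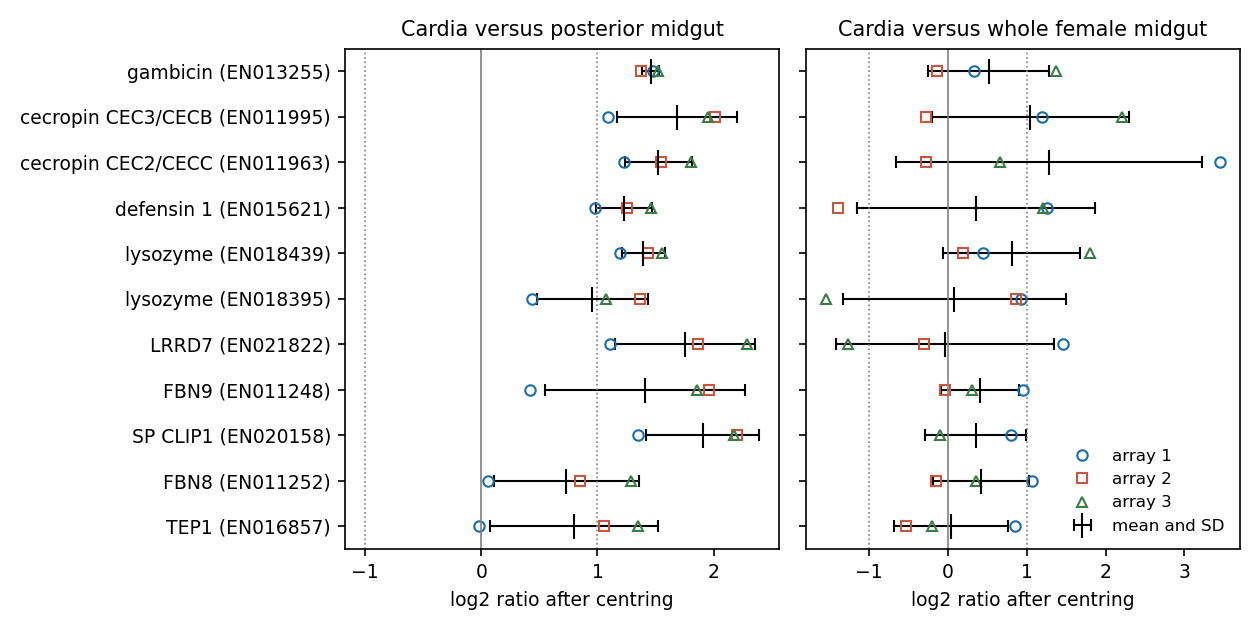
Log2 ratios after centring (x axis) of 11 immunity transcripts (y axis) in the cardia versus posterior midgut (left) and the cardia versus whole female midgut (right). Symbols are the 3 arrays of each comparison, vertical marks the means and horizontal bars the SD. Dotted lines stand at a 2-fold change. The antimicrobial peptides lie at 1.23 to 1.69 in the left panel, with wider spreads in the right panel.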

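Against the posterior midgut, the lysozyme EN018439 was at 1.39 ± 0.19 (SD, n = 3, adjusted p = 0.00908 by limma) and was called higher in the cardia. The lysozyme EN018395 was at 0.96 ± 0.48 (adjusted p = 0.157 by limma) and was not called. Both were higher on 3 of 3 arrays. The call of EN018439 was lost without replicate 2 (adjusted p = 0.0948 by limma) and without replicate 3 (adjusted p = 0.0999 by limma). Against the whole midgut, EN018439 was at 0.81 ± 0.87 and EN018395 at 0.08 ± 1.41, and neither was called, although EN018439 was without replicate 2.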

Two lysozyme transcripts (EN018439, EN018395) were also highly enriched in the cardia. Expression of Gambicin and defensin has previously been localized to the cardia [17], and both these genes have been shown to be induced in the midgut upon invasion by malarial parasites [1,2]. Defensin has been shown to be expressed by the anterior midgut of another hematophagous insect, *Stomoxys calcitrans *[32]. 

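LRRD7 (EN021822), FBN9 (EN011248) and SP CLIP1 (EN020158) were called higher in the cardia than in the posterior midgut, at 1.75 ± 0.60, 1.41 ± 0.86 and 1.91 ± 0.49 (SD, n = 3 each, adjusted p = 0.0123, 0.0154 and 0.00314 by limma). Each was higher on 3 of 3 arrays. Without replicate 2 their adjusted p was 0.113, 0.205 and 0.0581, and without replicate 3 it was 0.140, 0.161 and 0.0585, so that all 3 calls were lost. The call of FBN9 was also lost in a fit of the 3 arrays alone (adjusted p = 0.0653 by limma) and without centring (adjusted p = 0.05015 by limma). TEP1 (EN016857) was at 0.80 ± 0.72 and was higher on 2 of 3 arrays. FBN8 (EN011252) was at 0.73 ± 0.62. Neither was called. In the cardia versus whole midgut comparison, the means of these 5 transcripts lay between -0.04 and 0.42, with SP CLIP1 measured on 2 of the 3 arrays.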

The cardia showed highly enriched expression of seven anti-*Plasmodium *factors including Tep1 (EN016857), LRRD7 (EN021822), FBN8 (EN011252), FBN9 (EN011248), SP CLIP1 (EN020158) and Gambicin (EN013255) [4,33,34](Dimopoulos lab, unpublished data).

The anterior compartment, which mainly serves as a tube to allow the blood to enter the posterior section, displayed the smallest number of enriched genes: only 51 transcripts of varying functions (Figure 2a) (Additional file 1). Three of these genes encoded proteins involved in immune defense: TEP3 (EN016283), TEP16 (EN021282), and PGRPLB (EN013948) (Additional file 1).

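In the anterior midgut, 36 transcripts were called higher and 120 lower than in the whole midgut by limma. Centred on the median of all transcripts, 604 were higher and 13 lower. Fewer calls remained with 1 array left out, as fewer arrays alone can cause. There were 0 without replicate 1 and 0 without replicate 3, and 4 higher and 6 lower without replicate 2. The methods' t-test gave 4 higher and 326 lower. The largest positive means were those of a CCR4-NOT complex subunit (EN010439), at 1.91 ± 1.12 (SD, n = 3, adjusted p = 0.0340 by limma), EN021018, at 1.88 ± 1.09, and an ethanolamine phosphate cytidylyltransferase (EN012337), at 1.87 ± 1.26. The lowest were EN008673, at -2.56 ± 1.17, EN000476, at -2.46 ± 1.22, and EN027581, at -2.29 ± 0.43. All 6 calls were lost without replicate 1 (adjusted p from 0.0630 to 0.129) and without replicate 3 (adjusted p from 0.107 to 0.224). EN010439, EN021018 and EN000476 were lost without replicate 2 as well, at 0.0828, 0.0983 and 0.177. With the replicate number as a term, EN021018 (0.0699) and EN000476 (0.0596) were lost. The paper's list of 51 transcripts had a median of -0.03 in the deposited means. Of these, 24 were positive, 8 at least 2-fold higher and 5 called.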

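Against the whole midgut, the anterior midgut was at -0.72 ± 0.88 (SD, n = 3, adjusted p = 0.188 by limma) for TEP3 (EN016283, named TEP6 in Additional file 1), at -0.35 ± 0.72 for TEP16 (EN021282) and at 0.21 ± 0.22 (adjusted p = 0.589 by limma) for PGRPLB (EN013948). None was called. TEP3 and TEP16 were higher in the anterior midgut on 1 of 3 arrays, and PGRPLB on 3 of 3. By the class rule, 0 immunity transcripts were called higher by limma, 0 passed at an unadjusted p below 0.05 with a 2-fold change, and 0 by the methods' t-test. There were 9 called lower. Centred on all transcripts, 14 were called higher and 1 lower. Of the 13 transcripts that the paper's text and Additional file 3 name for the anterior midgut, 1 was called, and the same number with p adjusted over the list alone. This was TEP4 (EN021216), at -1.02 ± 0.42 (adjusted p = 0.0355 by limma), lower on 3 of 3 arrays. Its call was lost with any 1 array left out, with the log2 of the mean linear ratio (-0.98) and with the arrays centred on all transcripts (-0.23, adjusted p = 0.614 by limma).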

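In the anterior-posterior midgut, limma called 121 transcripts higher and 318 lower than in the whole midgut. Centred on the median of all transcripts the split was 865 higher and 16 lower. There were 0 calls without replicate 1, 24 higher and 11 lower without replicate 2, and 114 higher and 671 lower without replicate 3. A limma fit of these 3 arrays alone gave 0 calls, while the methods' t-test gave 102 higher and 99 lower. Highest were EN005118, at 1.96 ± 0.71 (SD, n = 3, adjusted p = 0.0106 by limma), EN024807, at 1.81 ± 0.41, and a kinase (EN010533), at 1.78 ± 1.06. Lowest were EN012544, at -2.59 ± 1.18, a zinc finger transcript (EN026465), with values from -3.84 to -1.53 on its 3 arrays and an SD of 1.26, and a cuticle transcript (EN012804), at -2.25 ± 0.79. The 6 calls were lost without replicate 1, at adjusted p from 0.0638 to 0.207. Without replicate 2, EN005118 (0.0789) and EN012544 (0.0950) were lost, and without replicate 3 EN010533 (0.0796). Of the paper's 148 transcripts, 99 had a positive deposited mean, with a median of 0.33. At least a 2-fold higher mean was found for 21, and 13 were called.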

The anterior part of the  posterior midgut displayed enriched expression of 148 transcripts with  quite diverse functions (Figure 2a). Transcripts that play a role in proteolysis, basic metabolism, and immunity represented a significant portion of these transcripts (Figure 2b, Additional file 1). 

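Against the whole midgut, NOS (EN019316) was called higher in the anterior-posterior midgut, at 1.37 ± 0.64 (SD, n = 3, adjusted p = 0.0106 by limma), with 3 of 3 arrays higher. The call was lost without replicate 1 (1.46, adjusted p = 0.0638 by limma). It was also lost in a fit of the 3 arrays alone (adjusted p = 0.1226 by limma) and without centring (0.39, adjusted p = 0.375 by limma). TEP1 (EN016857) was at -0.04 ± 0.80 (adjusted p = 0.932 by limma), higher on 1 of 3 arrays, and FBN7 (EN008282) at -0.65 ± 1.27 (adjusted p = 0.278 by limma), higher on 1 of 3. Without replicate 3, FBN7 was called lower. By the class rule, 2 immunity transcripts were called higher and 14 lower. Centred on all transcripts, 19 were called higher and 1 lower. Of the 13 transcripts that the paper's text and Additional file 3 name for this compartment, NOS was the 1 called over all and the 1 called adjusted over the list alone.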

Among 7 immunity-related transcripts were 3 anti-*Plasmodium *factors, TEP1 (EN016857), NOS (EN019316) and FBN7 (EN008282) [3,33](Dimopoulos lab, unpublished data). 

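In the posterior-posterior midgut, 0 transcripts were called by limma among 3103 tested. At an unadjusted p below 0.05 with a 2-fold change, 71 were higher and 185 lower than in the whole midgut, and the methods' t-test gave 48 and 33. Centred on the median of all transcripts, 141 were called higher and 5 lower. With 0 calls in this compartment, no transcript was called in both posterior parts. At a 2-fold mean change alone, 41 transcripts were higher in both, where 3.34 were expected from the numbers in each (Fisher's exact test, 1-sided, p = 3.3e-38). Simulations that assume a shared reference sample, of which the arrays gave no sign, had 6.67 on average. The exact test takes transcripts as independent, and a bias common to the arrays would also raise the overlap. The anterior-posterior arrays had a median r of 0.383 with the sex arrays, against 0.2215 with the posterior-posterior arrays. The overlap therefore does not show a likeness of the posterior parts by itself. Centred on the median of all transcripts, 127 were called in both, where 39.3 were expected. Of the paper's 142 transcripts, 86 had a positive deposited mean, with a median of 0.13, and 6 were at least 2-fold higher. The paper's lists for the anterior-posterior and posterior-posterior midgut share 2 transcripts.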

The most posterior compartment, the posterior part of the posterior midgut, was enriched for 142 transcripts that had at least a two-fold higher expression in this compartment than in the whole female gut and had a functional class distribution with similar proportions to that of the anterior part of the posterior midgut, while the actual genes are different (Figure 2a, b). 

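By the class rule, 0 immunity transcripts were called higher in the posterior-posterior midgut by limma, 0 passed at an unadjusted p below 0.05 with a 2-fold change, and 0 by the methods' t-test. At a 2-fold mean change, 7 were lower. As a set, the immunity transcripts had a median of -0.40 there, against -0.19 for the background (limma camera, adjusted p = 0.0307, 20 of 107 members higher). The set did not pass under fry (adjusted p = 0.388), at the estimated correlation, without replicate 1 (0.083), without replicate 3 (0.123), centred on all transcripts (0.0615) or against all transcripts tested (0.0816). It passed without replicate 2 (0.0334), with the names as printed (0.00808) and within the male versus female list (0.00135).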

Only 4 transcripts encoding potential immune-related factors were more specifically expressed in this compartment and none of those represented known anti-*Plasmodium *factors, suggesting that the anterior parts of the midgut is potentially more active in anti-*Plasmodium *gene expression (Additional file 1).

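Limma called 134 transcripts between the cardia and the posterior midgut, of which 38 were higher in the posterior midgut. At an unadjusted p of 0.05 or less, the methods' t-test gave 130 higher and 88 lower in the cardia. Without replicate 1, replicate 2 or replicate 3 of the direct comparison, 11, 4 and 7 transcripts were called higher in the posterior midgut. Scaling the arrays to the same median absolute deviation raised the calls by limma most, to 229 higher and 357 lower in the cardia. The lowest means were those of a cytochrome P450 (EN025913), at -2.57 ± 2.13 (SD, n = 3, adjusted p = 0.0198 by limma), EN029675, at -2.17 ± 1.90, and a cAMP-dependent kinase regulatory chain (EN022229), at -2.16 ± 0.31. Each call was lost without replicate 2, at adjusted p of 0.291, 0.383 and 0.0653. EN025913 was also lost without replicate 3 (0.064), EN029675 without replicate 1 (0.157), and EN022229 without replicate 1 (0.0597) and without replicate 3 (0.102). In a fit of the 3 arrays alone, EN025913 (0.104) and EN029675 (0.116) were lost. Of the paper's 770 posterior-enriched transcripts, 6 had a positive deposited mean. The median was -0.81, against a median of -1.18 for the log2 of the paper's ratios. Of the 770, 200 were at least 2-fold lower in the cardia and 33 were called.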

A direct comparison of gene expression between the cardia and the posterior midgut identified 867 differentially expressed genes, of which 770 were enriched in the posterior midgut (Figure 2b). A major functional group of the posterior midgut was represented by 49 transcripts encoding proteolytic enzymes; many of those are know to be involved in blood digestion. 

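By the class rule, 3 of the 38 transcripts called higher in the posterior midgut were proteolytic, or 7.89%, and 3 of the 96 called higher in the cardia, or 3.12%. Among called transcripts with homology text these were 3 of 23 and 3 of 53 (Fisher's exact test, 2-sided, p = 0.359). At a 2-fold mean change alone, 12 proteolytic transcripts were higher in the posterior midgut and 3 in the cardia. The set had a median of -0.49 against -0.26 for the background (limma camera, adjusted p = 0.0575, 15 of 82 members higher in the cardia). It passed camera against all transcripts tested (0.0123) and within the male versus female list (0.00693), and did not pass under fry (0.0742), at the estimated correlation (0.761), with the arrays centred on all transcripts (0.0615), with the names as printed (0.130) or without 1 replicate (0.0541 to 0.0845). Without replicate 1, replicate 2 or replicate 3, 0 of the called posterior transcripts were proteolytic by limma, and 3, 1 and 1 of the called cardia transcripts were. With all 3 arrays and an unadjusted p below 0.05, 12 were at least 2-fold higher in the posterior midgut, and 7 by the methods' t-test.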

(Additional file 1). It has previously been shown that several blood digestive proteases are expressed prior to feeding in order to be immediately present upon blood ingestion [17-19]. Several of these proteolytic enzymes may be involved in diverse processes such as signal transduction, extracellular matrix processing and immunity. The posterior midgut displayed elevated expression of 52 transcripts involved in immunity (6.7% of total posterior midgut specific genes) (Figure 2b, Additional file 1). 

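Of the 38 transcripts called higher in the posterior midgut by limma, 0 belonged to immunity by the class rule. At a 2-fold mean change 5 immunity transcripts were higher in the posterior midgut, 3 of these had an unadjusted p below 0.05, and 2 passed the methods' t-test. Among called transcripts with homology text, immunity made up 30.2% in the cardia and 0 of 23 in the posterior midgut (Fisher's exact test, 2-sided, p = 0.00177). At a 2-fold change alone the immunity transcripts were 21 of 85 and 5 of 164 (Fisher's exact test, p = 3.5e-07). The exact test also passed with a 1.5-fold threshold (p = 8.2e-04), with the arrays centred on all transcripts (p = 0.0104) and with the names as printed (p = 0.00767). With 1 array left out, 3 to 7 posterior calls with homology text remained and the difference in share was between 21.4 and 33.3 percentage points, and p rose to 0.151 without replicate 1 and to 1 without replicate 2 or without replicate 3. As a set, the immunity transcripts had a median of -0.25 and a mean of 0.06 in the cardia relative to the posterior midgut, so that median and mean differ in sign, and 40 of 106 members were higher in the cardia (limma camera, adjusted p = 0.155). Among the alternatives, the set passed only without replicate 1 (limma camera, adjusted p = 0.0491).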

As many as 34 of these putative immune genes encoded putative pattern recognition receptors, including two *Plasmodium *protective c-type lectins CTL4 (EN021138) and CTLMA2 (EN020902) (Additional file 1).

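The transcript EN021138 was at -0.72 ± 0.10 (SD, n = 3, adjusted p = 0.268 by limma) in the cardia relative to the posterior midgut, and EN020902 at -0.88 ± 0.18 (adjusted p = 0.175 by limma). Both were higher in the posterior midgut on 3 of 3 arrays and neither was called. In the cardia versus posterior part of Additional file 1, the names stand 1 line away from their identifiers from a certain line on, since 145 of 148 checkable names there belong to the adjacent transcript. Both identifiers lie in that part. The transcript named CTL4 elsewhere in Additional file 1, EN021166, was at 1.73 ± 0.32 (adjusted p = 0.00314), and the transcript that carries the name CTLMA2 after moving the names back, EN020910, at 2.52 ± 0.37 (adjusted p = 7.2e-05 by limma). Both were called higher in the cardia on 3 of 3 arrays. The call of EN021166 was lost without replicate 3 (adjusted p = 0.0586 by limma). Both transcripts were chosen after their values were seen.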

### Peptidomic analysis of peptides within the cardia and posterior compartments

The transcription analyses indicated the cardia as a major site of antimicrobial gene expression. 

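In the cardia relative to the posterior midgut, the 4 antimicrobial peptides had a median of 1.49, against a background of 1835 transcripts (limma camera, adjusted p = 1.3e-04, 4 of 4 members higher). The set did not pass under fry (adjusted p = 0.0742) or at the estimated correlation between genes (0.761). Relative to the whole midgut, the median in the cardia was 0.78 (limma camera, adjusted p = 0.0712, 4 of 4 members higher). From its transcription analyses, the paper infers a major site of antimicrobial gene expression in the cardia.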

In order to identify potential  novel antimicrobial peptides, we employed a pepdidomic approach using  2-dimensional liquid chromatography tandem mass spectrometry (LC/MS/MS)  to screen for putative secreted short peptides that are enriched in the  cardia compartments of the female mosquito midgut. The selected approach allowed the sample to be fractionated into several reversed-phase runs, giving better coverage by virtue of less complexity in any given fraction. This was, however, not a comprehensive analysis of all the proteins/peptides that are present in the cardia since a protein extraction method that is biased towards short peptides was used.

A total of 94 proteins were identified in the cardia peptide extract (Additional file 2). 

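Additional file 2 pairs each of the 94 proteins identified in the cardia extract with a transcript identifier. The spectra are not part of the deposited data, so that the identifications are the paper's. Of the 94, 78 had a transcript on the array, and each of these was measured on at least 2 of the direct cardia versus posterior arrays, which makes 83.0%. In Additional file 1, 42 of them are listed, or 44.7%, with 11 in the cardia versus posterior part. Table 1 holds 28 of the transcripts. Their log2 ratios in Table 1 and the deposited means had a Pearson's r of 0.9945 across transcripts, with the deposited means higher by a median of 0.35. Of the 28, 7 were at least 2-fold higher in the cardia by their mean and 1 was at least 2-fold lower. All 6 transcripts with a Table 1 ratio of 2 or more stayed at least 2-fold higher. Of the 5 with a ratio of 0.5 or less, 5 had a negative mean and 1 was at least 2-fold lower. The transcript of the CE5 protein (EN012315) was at 1.59 ± 0.24 (SD, n = 3, adjusted p = 0.00360 by limma), that of a regucalcin (EN010332) at 1.50 ± 0.16 and that of EN018638, without a known function, at 1.64 ± 0.50. These 3 were called, and the calls were lost without replicate 2 and without replicate 3, at adjusted p from 0.0501 to 0.252. Those of EN010332 and EN018638 were also lost without replicate 1, at 0.118 and 0.106, and with the replicate number as a term, at 0.0581 and 0.0616. Tested and not called were EN026942 (1.13), EN021422 (-0.21), EN012554 (-0.30), EN020396 (-0.48), EN018502 (-0.71), EN017618 (-0.73), EN018909 (-0.74), EN025727 (-0.94) and EN017570 (-1.05), of which EN026942 was called in a fit of the 3 arrays alone and with the arrays centred on all transcripts. Outside the tested set were EN020907 (-0.07), EN019649 (-0.16), EN021618 (-0.23), EN007677 (-0.27), EN021938 (-0.28), EN024839 (-0.29), EN015570 (-0.31), EN010425 (-0.35), EN010310 (-0.44), EN008729 (-0.54), EN014265 (-0.55) and EN019335 (-0.67).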

The peptidomic analysis was overlaid with the transcriptomic data to identify those gene products that have corresponding data: 19.6% of the identified peptides had corresponding transcript expression data (Table 1). The relatively small overlap between transcriptome and peptidome data is most likely attributed to differences between mRNA and protein turnover rates and abundance that therefore does not permit detection by either one of the two methods. Ten peptides were identified in the cardia that had both a length of less than 133 amino acids and a signal peptide, as predicted by SignalP 3.0 server (Technical University of Denmark DTU) (Table 2). Seven of these peptides are annotated in Ensembl and include three of the known mosquito anti-microbial peptides (cecropins CEC2, CEC3, and defensin) (Table 2). A heat shock protein (ENP011747), a cuticle protein (ENP014823), and a salivary gland transcript of unknown function CE5 (ENP012315) were also among these putative short secreted peptides (Table 2). BLAST analysis of the CE5 amino acid sequence revealed that it has a 52% identity to an anti-thrombin protein found in the salivary gland of *Anopheles stephensi *[35]. Cuticle proteins have previously been linked to immune defense reactions in female *A. g*ambiae [12]. The remaining three putative short secreted peptides (ENP014492, ENP030767, ENP018638) are of unknown function.

Three histone proteins (ENP000003, ENP008313, ENP024235) were also present in the cardia (Additional file 2); a protein family that has been previously been linked to immunity [12,36,37]. Two peptides (ENP021938, ENP029123) of 187 and 175 amino acids in length, respectively, had a predicted signal peptide and contained a pyrokinin domain (Additional file 2). Pyrokinins are insect neurohormones that are involved in signalling pathways and mediate muscle contractile activity [38]. The presence of such enzymes in the unfed mosquito midgut is of particular interest since the *Opisina arenosella *pyrokinins have been found to possess inhibitory effect on the digestive enzyme release in the midgut [39].

## Conclusion

In this work we have analyzed the *Anopheles gambiae *sex-specific midgut transcriptome and dissected the female midgut transcriptome into spatially specific compartments.

Despite the broad functional differences between the female and male midgut, only a limited degree of differential expression was detected (Figure 1b, Additional file 1). A similar observation was made in a proteomic study that also found very few differences in protein expression between male and unfed female midguts: ten male and eight female-specific proteins [40]. A further ten female-specific proteins were identified after blood-feeding in the same study. The unfed state of the midgut tissues used for our assays is probably responsible for our inability to identify these sex-specific transcripts, which are mainly functionally related to blood digestion and have been described elsewhere [8,9].

The two major differences in functional class between the transcriptomes of male and female mosquito midguts mainly reflect the exclusive hematophagous nature of the female mosquito that also exposes it to a greater spectrum and level of microbes [41]. These gene classes, related largely to blood digestion and immunity, and are highly enriched in the female midgut (Figure 1b, Additional file 1).

Our analysis revealed that the different compartments of the female mosquito midgut display distinctive gene expression patterns that correlate with their specific functions. 

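Contrasts of the cardia/whole ratio with the ratios of the other compartments gave 29 calls against the anterior midgut, 145 against the anterior-posterior and 15 against the posterior-posterior midgut by limma. The split was 27 higher and 2 lower in the cardia, 118 and 27, and 14 and 1. With each array centred on the median of all its transcripts it became 2 and 7, 42 and 273, and 6 and 0. With replicate 1 of both compartments left out there were 9, 1 and 0 calls, and with replicate 3 left out 196, 643 and 21. Among gene sets, cytosolic ribosomal proteins were higher than the background in the anterior midgut (median 0.38, limma camera adjusted p = 1.4e-06, 51 of 64 members higher). The same held for the anterior-posterior (median 0.64, 53 members) and the posterior-posterior midgut (median 0.53, 52 members), with a limma camera adjusted p of 2.4e-11 in each. Under fry only the anterior-posterior set passed (adjusted p = 0.0285), and at the estimated correlation none did. Subunits of the V-ATPase were lower in the cardia than in the whole midgut (median -1.04, limma camera adjusted p = 0.00527, 5 of 5 members lower). Only members with a value on all 3 arrays entered, 5 here against 8 in the anterior midgut. This set did not pass without replicate 1 (0.283), under fry (adjusted p = 0.388) or at the estimated correlation (0.761). Of 48 combinations of set and comparison, 8 passed by camera. From the classes of its lists, the paper states that the compartments have distinct expression patterns that follow their functions.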

The posterior compartment is the site of blood-meal digestion; it expressed a variety of digestive enzymes implicated in both sugar and protein digestion, whereas the more anterior compartments appeared to be more specialized in sugar digestion (Figure 2); differences between the transcriptomes of the posterior and cardia compartments were mainly related to proteolysis/digestion, metabolism, and immunity (Figure 2). 

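The sugar digestive enzymes found by the class rule were 9 transcripts, and 6 of the 9 were higher than in the whole midgut in each of the anterior, anterior-posterior and posterior-posterior compartments, with medians of 0.56, 0.37 and 0.39. In the cardia, 5 of 9 were higher, with a median of 0.05. None of these passed by limma camera, with adjusted p from 0.0914 to 0.699. Within the male versus female list, the anterior and posterior-posterior sets passed (limma camera, adjusted p = 0.0386 in each), and without replicate 2 the posterior-posterior set did (0.0448). In the direct comparison, 2 of 9 were higher in the cardia than in the posterior midgut (median -0.22, limma camera adjusted p = 0.789). By limma, 0 were called there in either direction, while 1 was higher and 1 lower in the cardia at an unadjusted p below 0.05 with a 2-fold change, and 1 and 0 by the methods' t-test. The signs of these medians hold for arrays centred on the male versus female list.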

Interestingly, the anti-*Plasmodium *factors Tep1 and nitric oxide synthase displayed elevated expression in the anterior part of the posterior midgut [3,33]. This spatial expression pattern, taken together with the highly elevated expression of another seven anti-*Plasmodium *factors in the cardia and anterior compartment, could partly explain the higher *Plasmodium *infection levels in the posterior part of the posterior midgut. Interestingly, both *Plasmodium *protective c-type lectins, CTLMA2 and CTL4 were highly expressed in the posterior section [42]. Additional anti-*Plasmodium*  factors are likely to be expressed in the midgut tissue but not  identified in the present study because of the non-infected state of the  studied mosquitoes. Immune gene expression patterns also displayed qualitative differences between the cardia and posterior compartment that were principally related to the exclusive expression of antimicrobial peptide genes and lysozyme precursors in the cardia. 

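The lysozyme EN025070, which the paper names for the female midgut, was at 2.59 ± 0.32 (SD, n = 3, adjusted p = 0.0129 by limma) in the cardia relative to the posterior midgut, higher on 3 of 3 arrays. Against the whole midgut it was at 1.14 ± 0.83 in the cardia and was not called. A ratio between samples shows unequal abundance and cannot show that a transcript was absent from the posterior midgut.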

The elevated presence of these immune factors in the cardia is likely to serve a mechanism that maintains the sugar rich anterior midgut sterile, and also allow efficient secretion and distribution in the blood meal while it is ingested and passes through the cardia and anterior midgut compartment. Antimicrobial peptide sequences have diverged rapidly during evolution and only a few share extensive homologous across species. One common feature of most antimicrobial peptides is their short and secreted nature. Based on our findings, the cardia can be expected to produce a variety of novel mosquito-specific antimicrobial peptides and has therefore a potential to serve as a useful source for their identification and further study. Four cardia-enriched transcripts (EN004315, EN014362, EN009630, EN016194) and two peptides identified in the cardia proteome (ENP014492, ENP030767) encode such short and secreted peptides (Additional file 1, Table 2). One of these (EN009630) has recently been identified as a putative short immune peptide that is strongly induced by *P. falciparum *invasion of the midgut, although silencing of this gene was found to have no effect on *Plasmodium *development [4].

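Relative to the posterior midgut, EN014362 was called higher in the cardia, at 1.29 ± 0.70 (SD, n = 3, adjusted p = 0.0129 by limma). Its call was lost without replicate 2 (adjusted p = 0.174 by limma) and without replicate 3 (adjusted p = 0.149 by limma). The call was also lost in a fit of the 3 arrays alone (adjusted p = 0.05655 by limma). The others were not called, with 0.93 ± 0.68 for EN004315, 1.36 ± 1.10 for EN009630 and 0.88 ± 0.64 for EN016194. All 4 were higher in the cardia on 3 of 3 arrays, and for each the first array gave the lowest value, between 0.09 and 0.48.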

The *Anopheles *midgut is the major site of contact and interaction with the *Plasmodium *parasite. Malaria control strategies based on transgenic expression of anti-*Plasmodium *factors that target the parasite in the mosquito would require both effector genes with plasmodiocidal activity, and tissue- and stage-specific promoters [27,43,44]. Targeting the *Plasmodium *parasite in the midgut would require spatial specificity of anti-*Plasmodium *gene expression depending on the targeted parasite stage. For instance, a cardia specific promoter may be more appropriate to drive expression of an anti-*Plasmodium *factor that target gametocytes, zygotes and ookinetes in the midgut lumen as it potentially would allow the factor to blend into the ingested blood meal. An anti-*Plasmodium *factor that kills ookinete stages in the midgut epithelium would be more effective against the parasite if expressed in the posterior compartment which is invaded. This comprehensive study and other studies have the potential to provide such promoters and anti-*Plasmodium *factors.

## Methods

### Mosquito rearing and sample collection

*A. gambiae *Keele strain mosquitoes were raised at 27°C and 70% humidity, and adults were maintained on a 10% sucrose solution. Midguts from 4-day-old adult mosquitoes were dissected on ice in PBS (0.6 mM MgCl_2_, 4 mM KCl, 1.8 mM NaHCO_3_, 150 mM NaCl, 25 mM HEPES, 1.7 mM CaCl_2_, pH 7) and immediately frozen with dry ice. Total RNA was extracted with either the Mini RNA isolation kit (Zymo Research, Orange, CA) or the RNeasy mini kit (Qiagen, Valencia, CA) according to the manufacturer's instructions.

### Microarray assays

Double-stranded cDNA primed with an oligo d(T)-T7 promoter, produced from total RNA (2 μg), was used to synthesize complementary RNA (cRNA) with incorporated Cy-3-dUTP and Cy-5-dUTP fluorescent nucleotides, using the Agilent Low RNA input Fluorescent Linear Amplification Kit (Agilent Technologies, Palo Alto, CA). Unincorporated dye-labeled nucleotides were removed with the Qiagen PCR purification kit (Qiagen, Chatsworth, CA). A 60-mer oligonucleotide microarray representing the entire *A. gambiae *transcriptome was used for these assays [4]. To compare the transcriptomes of the male and female midgut, Cy-5-labeled cDNA targets made from the midgut RNA of male mosquitoes were hybridized against a Cy-3-labeled reference probe made from the midgut RNA of female mosquitoes. To assay the transcriptomes of the individual compartments of the gut, Cy-5-labeled cDNA targets made from the RNA of female midgut compartments (cardia, anterior, anterior-posterior, and posterior-posterior) were hybridized against a Cy-3-labeled reference probe made from the midgut RNA of whole female midguts. To compare the gene expression of the cardia and the posterior compartments of the midgut, Cy-5-labeled cDNA targets made from the RNA of the female cardia midgut compartment were hybridized against a Cy-3-labeled reference probe made from the RNA of the female posterior midgut. Three biological replica assays were performed for each experiment.

### Data analysis

Spot intensities were measured with a GenePix 4200AL autoloader scanner (Axon Instruments). Images were inspected manually using GenePix Pro 6.0 software (Axon Instruments), and any spots that were covered with hybridization artefacts were removed and were not included in the further analysis. The TIGR MIDAS software was used to filter the data set using a hybridization signal cut-off of 100 units to remove low intensity spots from the analysis, and Loc-Fit normalization (LOWESS) was performed for all data sets independently to adjust for dye-specific biases. The normalized Cy5/Cy3 ratios from replicate assays were subjected to *t*-tests at a significance level of p ≤ 0.05 using TIGR MIDAS and MeV software. The replicate Cy5/Cy3 ratios for each transcript were averaged using the GEPAS (Gene Expression Pattern Analysis Suite v1.1, available free online ) after the data set had been processed and filtered. Microarray data sets have been submitted to the GEO-NCBI with the following accession numbers: GSM146402, GSM146403, GSM146404, GSM146405, GSM146406, GSM146407, GSM146408, GSM146409, GSM146410, GSM146411, GSM146412, GSM146413, GSM146414, GSM146415, GSM146416, GSM146417, GSM146418, GSM146419.

### Real time quantitative PCR

RNA samples were treated with Turbo DNase (Ambion) and reverse-transcribed using Superscript III (Invitrogen) with random hexamers. Real-time quantification was performed using the QuantiTect SYBR Green PCR Kit (Qiagen) and ABI Detection System ABI Prism 7000. All PCR reactions were performed in triplicate. Specificity of the PCR reactions was assessed by analysis of melting curves for each data point. The ribosomal protein S7 gene was used for normalization of cDNA templates. Primer sequences are listed in table Additional file 4.

### 2-dimensional chromatography and SCX-LC/MS/MS LTQ analysis

Midguts were dissected on a chilled platform, and the cardia and posterior compartments were collected separately on dry ice. The tissue was homogenized in methanol/water/acetic acid (87:8:5 v:v:v), then centrifuged (8000 g for 10 min at 4°C). Peptides present in the supernatant were collected, and the pellet was re-homogenized and centrifuged. The combined supernatants were lyophilized and stored at -20°C until required. The 2-dimensional chromatography method used employs a strong cation exchange separation (SCX) (PolyLC 300 um × 100 mm 200A 5 um) in the first dimension, followed by reversed-phase chromatography in the second dimension. An additional reversed-phase cleanup step was used to rid the sample of any residual salts that might affect retention on the SCX column. Samples were bound and eluted from a C18 cartridge (Sep-Pak, Waters), elute, and dried down before being re-suspended in 24 μl of 0.1% formic acid. Each sample was then loaded onto the SCX column as three 8-μl aliquots, back-to-back. Three 8-μl salt elution steps were performed with each fraction at 0 mM, 20 mM, 30 mM, 40 mM, 125 mM, 250 mM and 1000 mM KCl in 0.1% formic acid. Each salt fraction was trapped and eluted onto the reversed-phase column (a C18 7-μM column packed with YMC ODS-AQ 5 μm particle size, 120A pore size). The DBParser program was used to collate the database search results and to remove redundant proteins and peptide hits that did not meet the data-set significance threshold. The criteria for protein identification were based on more than one peptide hit with the individual peptide scores set above the data-set threshold.

## Abbreviations

ENSEMBL gene IDs have been abbreviated by omitting the "NSANG00000" portion.

ENSEMBL protein IDs have been abbreviated by replacing the "SANGP00000" portion with P.

## Authors' contributions

EW, RA and YD dissected the mosquito midgut samples and prepared RNA. EW performed microarray analyses and real time PCR assays. VM contributed with preliminary data sets of the mosquito midgut transcriptome. EW and GD wrote the manuscript. All authors read and approved the final manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 The midgut transcriptome. Processed microarray generated comparative gene expression ratios for male versus female comparisons, female midgut compartment (cardia, anterior, anterior-posterior, posterior-posterior) versus whole female midgut, and female midgut cardia compartment versus posterior midgut. Click here for file

Additional File 2 The cardia peptidome. Peptidomic analysis of the cardia tissue identified 94 putative proteins. Transcript (ENSANGT) gene (ENSANGG) and protein (ENSANGP) identifiers are indicated. The length (AA), predicted signal peptide (SP) and putative protein family/homology are indicated. Click here for file

Additional File 4 Real time RT-PCR primers. DNA sequences of primers used for real time RT-PCR analyses. Click here for file

Additional File 3 Microarray data validation with real time RT-PCR. Validation of microarray-assayed gene expression with real-time quantitative RT-PCR. Expression data (log2 ratio) of 11 genes from four midgut assays (male versus female; versus whole female midgut, anterior-posterior versus whole female midgut; cardia versus posterior midgut) obtained from microarray analysis were validated with 3 replica real time RT-PCR assays and presented in figure 1A. m, male gut; f, female gut; c, cardia; p, posterior; a, anterior; a/p, anterior-posterior. Click here for file

## Figures and Tables

**Figure 1:**
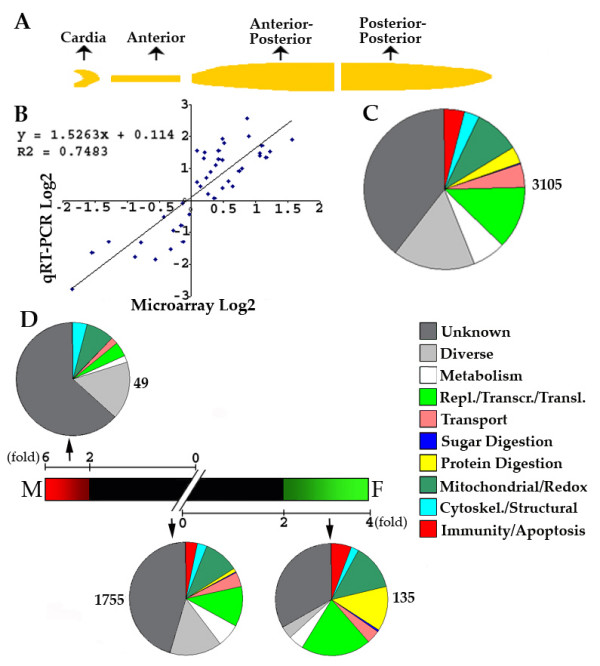
**A**. Compartmentalization of the *A. gambiae *midgut in 4 parts: cardia, anterior, anterior-posterior and posterior-posterior. **B**: Validation of microarray-assayed gene expression with real-time quantitative RT-PCR. Expression data (log2 ratio) of 11 genes from four midgut assays (male versus female; anterior midgut versus whole female midgut, anterior part of posterior midgut versus whole female midgut; cardia versus posterior midgut) obtained from microarray analysis were plotted against the corresponding expression values obtained with real time RT-PCR from the mean of the three replicates of each experiment. The best-fit linear-regression analysis (R^2 ^= 0.7483) and the slope of the regression line (m = 1.5263) demonstrate a high degree of correlation of the magnitude of regulation between the two assays. **C**: Functional gene class distribution of the putative total midgut transcriptome as predicted by the pooled transcriptomes of female and male midguts, and all individual midgut compartments that were assayed in this study. **D**: Comparison of the functional class distribution of transcripts in the midguts of female and male mosquitoes. Transcripts enriched by greater than a 2-fold in the female and male midguts are represented by the green and red sections, respectively. Transcripts with similar abundance in midguts of both sexes are represented by the black section. The functional gene class distribution within each group is indicated by the pie charts.

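By comparison, the array and PCR ratios of the 10 matched genes had a Pearson's r of 0.676 for the cardia versus posterior midgut (permutation test, p = 0.0382, adjusted over the 4 comparisons p = 0.153), with the same sign at 8 of 10 points. The r was 0.298 for the male versus female midgut (p = 0.395 by permutation), 0.167 for the anterior-posterior (p = 0.654) and -0.408 for the anterior midgut (permutation p = 0.244). The largest difference was that of TEP4, whose log2 PCR ratio in the anterior midgut is 2.00 in Additional file 3, against an array mean of -1.02 ± 0.42 (SD, n = 3).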

**Figure 2:**
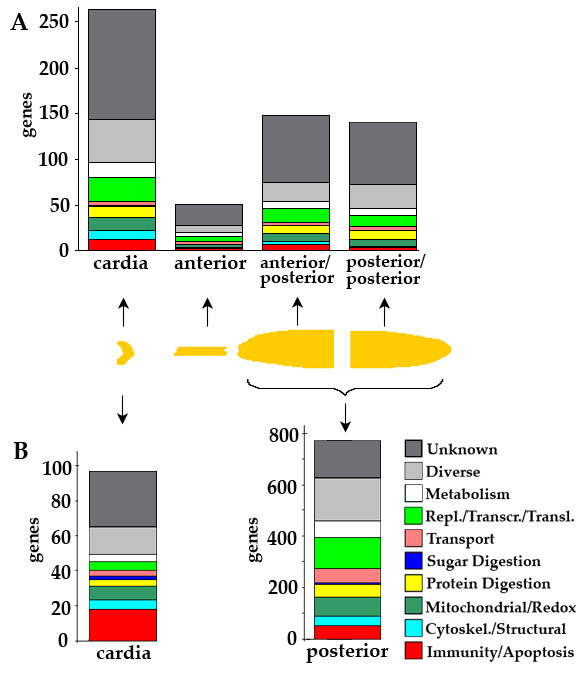
**A**: Functional class distribution of transcriptomes enriched in any of the assayed compartments by greater than a 2-fold, compared to the whole female midgut. **B**: Functional class distribution of transcriptomes enriched in the cardia and the posterior midgut compartments by equal or greater than a 2-fold upon comparison between these two samples.

**Table 1:** Peptidomic analysis of the cardia compartment.

**ENSANGP**	**ENSANGT**	**PROTEIN FAMILY**	**TRANSCRIPTION (C)/(P)**
ENP007677	EN007677	AMBIGUOUS	0.712
ENP008729	EN008729	28S RIBOSOMAL	0.54
ENP010425	EN010425	AMBIGUOUS	0.751
ENP010332	EN010332	REGUCALCIN RC SENESCENCE MARKER	2.159
ENP011963	EN011963	CECROPIN CEC2	2.208
ENP011995	EN011995	CECROPIN CEC3	2.967
ENP012315	EN012315	CE5 PROTEIN	2.307
ENP015570	EN015570	ADAPTIN	0.626
ENP015621	EN015621	DEFENSIN DEF1	2.328
ENP017570	EN017570	MITOCHONDRIAL TRANSLOCASE SUBUNIT	0.389
ENP019649	EN019649	GLUCOSAMINE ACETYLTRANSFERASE	0.728
ENP020396	EN020396	SUCCINYL COA LIGASE	0.562
ENP020907	EN020907	CALCIUM BINDING CEX 1	0.76
ENP021422	EN021422	SOLUTE CARRIER FAMILY MEMBER	0.686
ENP021618	EN021618	FAM61A	0.661
ENP021938	EN021938	PYROKININ	0.664
ENP023148	EN024839	CALCIUM BINDING 39 MO25	0.644
ENP027189	EN025727	CLIPA4	0.414
ENP029123	EN026942	UNKNOWN	1.698
ENP010310	EN010310	CYTOCHROME C OXIDASE	0.564
ENP012554	EN012554	60S RIBOSOMAL L23A	0.641
ENP014265	EN014265	60S RIBOSOMAL L28	0.526
ENP017618	EN017618	40S RIBOSOMAL S25	0.459
ENP018502	EN018502	VACUOLAR ATP SYNTHASE	0.475
ENP018638	EN018638	UNKNOWN	2.434
ENP018909	EN018909	60S RIBOSOMAL L30	0.469
ENP019335	EN019335	UNKNOWN	0.522
ENP020553	EN020553	CARBOXYPEPTIDASE	0.558

Gene products identified from the peptidomic analysis and the corresponding transcript expression data, as identified from the microarray analysis, for the cardia and posterior compartments of the midguts of female *A. gambiae*. With regard to the transcriptomic analysis, a -fold ratio of ≥2 denotes those transcripts that had a significantly higher expression in the cardia (C) as compared to the posterior (P), and a -fold ratio of ≤0.5 denotes those transcripts that had a significantly higher expression in the posterior compartment (as compared to the cardia). A -fold ratio between 0.5 and 2 denotes those transcripts that did not exhibit differential expression between the cardia and posterior compartments of the female midgut.

**Table 2:** Antimicrobial peptides and putative short, secreted peptides present in the cardia compartment.

**ENSANGP**	**PROTEIN FAMILY**	**LENGTH (AA)**	**SP CLEAVAGE SITE**
ENP011747	10 KDA HEAT SHOCK PROTEIN	101	21–22
ENP011963	CECROPIN CEC2	58	23–24
ENP011995	CECROPIN CEC3	60	25–26
ENP012315	CE5 PROTEIN	103	21–22
ENP014492	UNKNOWN	82	20–21
ENP014823	CUTICLE	133	16–17
ENP015621	DEFENSIN DEF1	133	46–47
ENP030767	UNKNOWN	117	21–22
ENP010310	CYTOCHROME C OXIDASE	82	26–27
ENP018638	UNKNOWN	51	24–25

Putative short, secreted peptides present in the cardia compartment of the female mosquito midgut as detected by two-dimensional chromatography and SCX- LC/MS/MS LTQ. Only those peptides that have a length equal or shorter than the mosquito anti-microbial peptides defensin (≤133 amino acids) are presented here. The signal peptide (SP) cleavage site is indicated.

# Supplementary material for: Spatial and sex-specific dissection of the Anopheles gambiae midgut transcriptome
**Source:** BMC Genomics. 2007 Jan 29;8:37. doi: 10.1186/1471-2164-8-37
**Supplement:** Additional File 4 — Real time RT-PCR primers. DNA sequences of primers used for real time RT-PCR analyses.

#### **Additional file 4**

Primers used for real time RT-PCR analyses:

Cecropin 3A: 5'-GTTTCGGGCGGCTAAGAA-3'

Cecropin 3B: 5'-AACAAACACGCACGCACA-3'

Defensin 1A: 5'-GAGAACTATCGGGCCAAGC-3'

Defensin 1B: 5'-TGCAATTTTCATCCCGATT-3'

Gambicin A: 5'-GGCTATCTCAACCGGAAGG-3'

Gambicin B: 5'-CGGCAGCCGTTGCGGATGCAATG-3'

PGRPLC1 A: 5'-TACTGCTGCTTCGCAACG-3'

PGRPLC1 B: 5'-ATCGACCAACGGAACAGC-3'

PPO9 A: 5'-AGTTCAACTTCTGCGGCTGT-3'

PPO9 B: 5'-AAGTTGGCCAAACTGTCCAC-3'

TEP15 A: 5'-ACATCTGCGAAAACGAGGAC-3'

TEP15 B: 5'-GCAACTGTACCATCCCTGCT-3'

LRD17594 A: 5'-GTTTCGATTTTACCCCCGAGT-3'

LRD17594 B: 5'-GTACAATCCATGAGGTTTCGATC-3'

LRD15794 A: 5'-CGCCTTTCCCGTGCTGGAGG-3'

LRD15794 B: 5'-CGTCTTGATGTACTCGAGCAC-3'

BRP5241 A: 5'-CATTCCCCTGCTGAAGGATA-3'

BRP5241 B: 5'-GTTACCCGGTGACAGCGTGCTC-3'

TEP4 A: 5'-TGTTGATTGCACTGCTGGA-3'

TEP4 B: 5'-GGAGGGGGCCGTCTTTCTGACCGC-3'

GNBPB3 A: 5'-TGGGGATGTGAGCGTACC-3'

GNBPB3 B: 5'-CGATTCCCATCCG TTCAG-3'

Kininogen A: 5'-TTTGTTGGCGATCTTTGTCA-3'

Kininogen B: 5'-CTGACCAGTCCGCCCGGAGACGC-3'

# Supplementary material for: Spatial and sex-specific dissection of the Anopheles gambiae midgut transcriptome
**Source:** BMC Genomics. 2007 Jan 29;8:37. doi: 10.1186/1471-2164-8-37
**Supplement:** Additional File 3 — Microarray data validation with real time RT-PCR. Validation of microarray-assayed gene expression with real-time quantitative RT-PCR. Expression data (log2 ratio) of 11 genes from four midgut assays (male versus female; versus whole female midgut, anterior-posterior versus whole female midgut; cardia versus posterior midgut) obtained from microarray analysis were validated with 3 replica real time RT-PCR assays and presented in figure 1A. m, male gut; f, female gut; c, cardia; p, posterior; a, anterior; a/p, anterior-posterior.

### Additional file 3

Validation of microarray-assayed gene expression with real-time quantitative RT-PCR. Expression data (log2 ratio) of 11 genes from four midgut assays (male versus female; versus whole female midgut, anterior-posterior versus whole female midgut; cardia versus posterior midgut) obtained from microarray analysis were validated with 3 replica real time RT-PCR assays and presented in figure 1A. m, male gut; f, female gut; c, cardia; p, posterior; a, anterior; a/p, anterior-posterior.

|            |      |      |      |      |      |      | LOG2 of |            |
|------------|------|------|------|------|------|------|---------|------------|
| Assay/gene | rep1 | rep2 | rep3 | ave  | SD   | SE   | average | array LOG2 |
| m vs f     |      |      |      |      |      |      |         |            |
| Cecropin 3 | 3.89 | 2.93 | 3.71 | 3.51 | 0.51 | 0.36 | 1.81    | 0.51       |
| c vs p     |      |      |      |      |      |      |         |            |
| Cecropin 3 | 3.51 | 2.88 | 4.81 | 3.73 | 0.98 | 0.70 | 1.90    | 1.565      |
| a vs f     |      |      |      |      |      |      |         |            |
| Cecropin 3 | 0.35 | 0.37 | 0.51 | 0.41 | 0.09 | 0.06 | -1.29   | -0.13      |
| a/p vs f   |      |      |      |      |      |      |         |            |
| Cecropin 3 | 0.10 | 0.16 | 0.18 | 0.15 | 0.04 | 0.03 | -2.77   | -1.862     |
| m vs f     |      |      |      |      |      |      |         |            |
| Defensin 1 | 1.54 | 1.45 | 1.69 | 1.56 | 0.12 | 0.09 | 0.64    | 0.08775385 |
| c vs p     |      |      |      |      |      |      |         |            |
| Defensin 1 | 3.67 | 2.12 | 2.84 | 2.88 | 0.78 | 0.55 | 1.52    | 1.218      |
| a vs f     |      |      |      |      |      |      |         |            |
| Defensin 1 | 0.41 | 0.37 | 0.26 | 0.35 | 0.08 | 0.06 | -1.53   | -0.32      |
| a/p vs f   |      |      |      |      |      |      |         |            |
| Defensin 1 | 0.66 | 0.77 | 0.34 | 0.59 | 0.22 | 0.16 | -0.76   | -0.16      |

|          |             |             |             |      |      |      |              |        |
|----------|-------------|-------------|-------------|------|------|------|--------------|--------|
| m vs f   |             |             |             |      |      |      |              |        |
| Gambicin | <b>0.97</b> | <b>0.90</b> | <b>0.94</b> | 0.94 | 0.04 | 0.02 | <b>-0.09</b> | -0.144 |
| c vs p   |             |             |             |      |      |      |              |        |
| Gambicin | <b>3.86</b> | <b>1.73</b> | <b>2.31</b> | 2.63 | 1.10 | 0.78 | <b>1.40</b>  | 1.063  |
| a vs f   |             |             |             |      |      |      |              |        |
| Gambicin | <b>0.65</b> | <b>1.16</b> | <b>1.25</b> | 1.02 | 0.32 | 0.23 | <b>0.03</b>  | -0.11  |
| a/p vs f |             |             |             |      |      |      |              |        |
| Gambicin | <b>0.76</b> | <b>0.69</b> | <b>0.65</b> | 0.70 | 0.06 | 0.04 | <b>-0.51</b> | -0.43  |
| m vs f   |             |             |             |      |      |      |              |        |
| PGRPLC1  | <b>0.86</b> | <b>0.77</b> | <b>0.60</b> | 0.74 | 0.13 | 0.09 | <b>-0.43</b> | -0.042 |
| c vs p   |             |             |             |      |      |      |              |        |
| PGRPLC1  | <b>2.57</b> | <b>2.08</b> | <b>3.69</b> | 2.78 | 0.83 | 0.59 | <b>1.47</b>  | 1.075  |
| a vs f   |             |             |             |      |      |      |              |        |
| PGRPLC1  | <b>1.78</b> | <b>2.22</b> | <b>2.02</b> | 2.01 | 0.22 | 0.16 | <b>1.00</b>  | 0.789  |
| a/p vs f |             |             |             |      |      |      |              |        |
| PGRPLC1  | <b>1.16</b> | <b>0.94</b> | <b>1.05</b> | 1.05 | 0.11 | 0.08 | <b>0.07</b>  | 0.36   |
| m vs f   |             |             |             |      |      |      |              |        |
| PPO9     | <b>0.27</b> | <b>0.30</b> | <b>0.31</b> | 0.29 | 0.02 | 0.01 | <b>-1.77</b> | -0.886 |
| c vs p   |             |             |             |      |      |      |              |        |
| PPO9     | <b>2.03</b> | <b>5.01</b> | <b>4.30</b> | 3.78 | 1.56 | 1.10 | <b>1.92</b>  | 0.49   |
| a vs f   |             |             |             |      |      |      |              |        |
| PPO9     | <b>1.38</b> | <b>3.76</b> | <b>3.24</b> | 2.79 | 1.25 | 0.89 | <b>1.48</b>  | -0.33  |
| a/p vs f |             |             |             |      |      |      |              |        |
| PPO9     | <b>0.38</b> | <b>0.22</b> | <b>0.24</b> | 0.28 | 0.09 | 0.06 | <b>-1.84</b> | -0.56  |
| m vs f   |             |             |             |      |      |      |              |        |
| TEP15    | <b>4.34</b> | <b>4.06</b> | <b>5.19</b> | 4.53 | 0.59 | 0.42 | <b>2.18</b>  | -0.22  |
| c vs p   |             |             |             |      |      |      |              |        |
| TEP15    | <b>0.40</b> | <b>0.52</b> | <b>0.30</b> | 0.41 | 0.11 | 0.08 | <b>-1.30</b> | -1.287 |

|          |             |             |             |      |      |      |              |        |
|----------|-------------|-------------|-------------|------|------|------|--------------|--------|
| a vs f   |             |             |             |      |      |      |              |        |
| TEP15    | <b>0.81</b> | <b>2.50</b> | <b>2.36</b> | 1.89 | 0.94 | 0.67 | <b>0.92</b>  | 0.744  |
| a/p vs f |             |             |             |      |      |      |              |        |
| TEP15    | <b>1.27</b> | <b>1.10</b> | <b>1.11</b> | 1.16 | 0.10 | 0.07 | <b>0.21</b>  | 0.263  |
| m vs f   |             |             |             |      |      |      |              |        |
| AgMDL1   | <b>1.97</b> | <b>1.02</b> | <b>1.50</b> | 1.50 | 0.48 | 0.34 | <b>0.58</b>  | 0.081  |
| c vs p   |             |             |             |      |      |      |              |        |
| AgMDL1   | <b>1.53</b> | <b>1.59</b> | <b>1.44</b> | 1.52 | 0.08 | 0.05 | <b>0.60</b>  | 0.573  |
| a vs f   |             |             |             |      |      |      |              |        |
| AgMDL1   | <b>0.99</b> | <b>2.79</b> | <b>1.82</b> | 1.87 | 0.90 | 0.64 | <b>0.90</b>  | 0.302  |
| a/p vs f |             |             |             |      |      |      |              |        |
| AgMDL1   | <b>1.13</b> | <b>1.19</b> | <b>1.59</b> | 1.30 | 0.25 | 0.18 | <b>0.38</b>  | 0.49   |
| m vs f   |             |             |             |      |      |      |              |        |
| BRP      | <b>6.42</b> | <b>4.11</b> | <b>7.19</b> | 5.91 | 1.60 | 1.14 | <b>2.56</b>  | 0.86   |
| c vs p   |             |             |             |      |      |      |              |        |
| BRP      | <b>2.75</b> | <b>3.54</b> | <b>3.55</b> | 3.28 | 0.46 | 0.32 | <b>1.71</b>  | 1.103  |
| a vs f   |             |             |             |      |      |      |              |        |
| BRP      | <b>1.42</b> | <b>2.51</b> | <b>3.36</b> | 2.43 | 0.97 | 0.69 | <b>1.28</b>  | 0.487  |
| a/p vs f |             |             |             |      |      |      |              |        |
| BRP      | <b>2.40</b> | <b>1.98</b> | <b>3.06</b> | 2.48 | 0.54 | 0.39 | <b>1.31</b>  | 0.189  |
| m vs f   |             |             |             |      |      |      |              |        |
| TEP4     | <b>0.37</b> | <b>0.56</b> | <b>0.65</b> | 0.53 | 0.14 | 0.10 | <b>-0.93</b> | -0.28  |
| c vs p   |             |             |             |      |      |      |              |        |
| TEP4     | <b>0.33</b> | <b>0.27</b> | <b>0.37</b> | 0.32 | 0.05 | 0.04 | <b>-1.63</b> | -1.548 |
| a vs f   |             |             |             |      |      |      |              |        |
| TEP4     | <b>3.70</b> | <b>4.23</b> | <b>4.07</b> | 4.00 | 0.27 | 0.19 | <b>2.00</b>  | 0.89   |
| a/p vs f |             |             |             |      |      |      |              |        |
| TEP4     | <b>2.33</b> | <b>3.47</b> | <b>1.59</b> | 2.46 | 0.95 | 0.67 | <b>1.30</b>  | 0.42   |

m vs f

|        |             |             |             |      |      |      |             |       |
|--------|-------------|-------------|-------------|------|------|------|-------------|-------|
| GNBPB3 | <b>2.32</b> | <b>3.09</b> | <b>3.37</b> | 2.93 | 0.54 | 0.39 | <b>1.55</b> | 0.423 |
|--------|-------------|-------------|-------------|------|------|------|-------------|-------|

c vs p

|        |             |             |             |      |      |      |              |        |
|--------|-------------|-------------|-------------|------|------|------|--------------|--------|
| GNBPB3 | <b>0.44</b> | <b>0.38</b> | <b>0.39</b> | 0.40 | 0.03 | 0.02 | <b>-1.31</b> | -0.786 |
|--------|-------------|-------------|-------------|------|------|------|--------------|--------|

a vs f

|        |             |             |             |      |      |      |             |       |
|--------|-------------|-------------|-------------|------|------|------|-------------|-------|
| GNBPB3 | <b>1.64</b> | <b>1.70</b> | <b>1.61</b> | 1.65 | 0.05 | 0.03 | <b>0.72</b> | 0.236 |
|--------|-------------|-------------|-------------|------|------|------|-------------|-------|

a/p vs f

|        |             |             |             |      |      |      |             |       |
|--------|-------------|-------------|-------------|------|------|------|-------------|-------|
| GNBPB3 | <b>1.42</b> | <b>1.46</b> | <b>1.17</b> | 1.35 | 0.16 | 0.11 | <b>0.43</b> | 0.636 |
|--------|-------------|-------------|-------------|------|------|------|-------------|-------|

m vs f

|           |             |             |             |      |      |      |             |       |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|
| kininogen | <b>2.73</b> | <b>3.19</b> | <b>2.54</b> | 2.82 | 0.33 | 0.24 | <b>1.50</b> | 0.207 |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|

c vs p

|           |             |             |             |      |      |      |             |       |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|
| kininogen | <b>2.70</b> | <b>2.38</b> | <b>2.57</b> | 2.55 | 0.16 | 0.11 | <b>1.35</b> | 1.162 |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|

a vs f

|           |             |             |             |      |      |      |             |       |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|
| kininogen | <b>1.59</b> | <b>2.06</b> | <b>2.81</b> | 2.15 | 0.62 | 0.44 | <b>1.11</b> | 0.372 |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|

a/p vs f

|           |             |             |             |      |      |      |             |       |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|
| kininogen | <b>1.41</b> | <b>1.17</b> | <b>1.49</b> | 1.36 | 0.17 | 0.12 | <b>0.44</b> | 0.138 |
|-----------|-------------|-------------|-------------|------|------|------|-------------|-------|

How the deposited data were processed for this re-analysis (not part of the article)

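The deposited data held 18 arrays of midgut RNA from 4-day-old mosquitoes, with 3 arrays for each of 6 comparisons. These were male against female midgut, each of the cardia, anterior, anterior-posterior and posterior-posterior compartments against whole female midgut, and cardia against posterior midgut. The first-named sample was labeled with Cy5 and the other with Cy3 on every array, so that a dye effect of a probe could not be separated from a difference between the samples.

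The values the authors deposited are log2 ratios of Cy5 to Cy3 for each spot of each array, which the methods trace to scans read with GenePix Pro. For ratios under 1, the linear form is within 0.1 thousandths of a whole number of thousandths in 100% of the values, where 20% would be by chance. The methods describe a signal threshold of 100 units and a LOWESS normalization after that, but the deposited log2 values carry neither step. Array medians differed between arrays of one comparison, and there were few blanks outside the cardia versus whole midgut comparison. In the other comparisons, no array had more than 3.54% blank spots among transcripts outside the male versus female list. The cardia versus whole midgut arrays had 3178, 1287 and 454 blank features. No signal intensities were included, so that neither step could be repeated. A value of 16.6096, which is the log2 of a ratio of 100000, stood in 120 spots and was taken as a ratio with a denominator of 0, so it was treated as missing.

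Spots were averaged on the log2 scale by the transcript identifier they carry, which gave 14197 transcripts, 1156 of them with more than 1 spot. Each array was centred by subtracting the median log2 ratio of the 1937 transcripts of the male versus female part of Additional file 1. A transcript was tested in a comparison where at least 2 arrays had a value. Tests were made on the 3104 transcripts of Additional file 1 that are on the array.

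The model had been written for normalized ratios of all transcripts. The centring was chosen after the values had been seen not to be normalized. The tested set was chosen after the numbers of calls had been seen under 6 combinations, which were 3 centrings by 2 tested sets, with each combination counted by a 2-fold change alone, by limma on all 18 arrays and by limma on the 3 arrays of a comparison. The 3 centrings were that of the male versus female list, that on the median of all transcripts, and none. Both tested sets, all transcripts on the array and the male versus female list, were left for Additional file 1, which was not among the 6. The authors chose the transcripts of Additional file 1 in part from the same arrays, so the tested set is not independent of the changes tested in it.

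The order in the following counts is male versus female, cardia, anterior, anterior-posterior, posterior-posterior and cardia versus posterior. With the centring used here, limma on 18 arrays called 152, 88, 156, 439, 0 and 134 transcripts of Additional file 1, but 1047, 195, 863, 3585, 0 and 39 of all transcripts and 28, 88, 60, 206, 32 and 102 of the male versus female list. With arrays centred on all transcripts, it called 383, 107, 617, 881, 146 and 173 of Additional file 1, 154, 439, 451, 1156, 25 and 76 of all transcripts and 428, 50, 647, 801, 221 and 148 of the male versus female list. Without centring, it called 65, 2291, 934, 1913, 1555 and 85 of Additional file 1, 1089, 11009, 7926, 11767, 10148 and 24 of all transcripts and 2, 1523, 113, 930, 692 and 72 of the male versus female list. The median of the male versus female list lay from -0.19 to 1.31 above that of all transcripts, depending on the array, so that both centrings answer different questions.

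Calls were made with limma 3.58.1 in R 4.3.3. A single fit of the 18 arrays gave each comparison its mean log2 ratio and shared 1 spread per transcript, with 5.53 degrees of freedom in the variance prior. Sharing takes the spread as equal in all comparisons. The median SD was 0.80 for the cardia versus whole and 0.29 for the cardia versus posterior arrays. The p-values may thus be too small in the former and too large in the latter. They do not measure the SD printed beside a mean. A transcript was called at a mean change of at least 2-fold and a Benjamini-Hochberg adjusted p under 0.05 within its comparison. Contrasts of the cardia/whole ratio with the ratios of the other compartments came from the same fit. Tables and other tests were made with Python 3.11, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Permutation tests used 100000 resamples, with 1e-05 the smallest p they can give. An SD beside a mean is that of 3 arrays.

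The fit was tested on simulated data of the same size, in which 200 transcripts were changed by 2 on the log2 scale. In the comparisons, 86.5% to 93.5% of these were recovered and 3.61% to 6.49% of the calls were false. The contrasts recovered 72.9% to 77.3%. The methods' t-test with adjustment recovered from 0 to 2 of the 200. Each simulated transcript had the same spread on every array, with independent errors and no shift of listed against other transcripts. The rates therefore cannot tell how the fit behaves where the spread differs between comparisons, as it did in the deposited data, or where such shifts remain.

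Gene sets were tested with limma's camera at its preset correlation of 0.01 between genes, with adjustment over all 48 tests. Of the 1863 transcripts with homology text, only those with a value on every array of the comparison entered. These were 1507 for the cardia versus whole midgut and 1827 to 1859 for the other comparisons. The 8 sets were made by words in that text and are not the classes of the paper, whose members it does not list. A set needed at least 3 tested members. Of the 8 calls by camera, 1 was also made by fry, and 0 were made at the estimated correlation, where camera called no set at all. In the cardia versus posterior part of Additional file 1, names stand 1 line above their identifiers from a certain line on, and they were moved back before any name from it was used.

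Named in the text are every transcript that the paper's text or Table 1 gives by identifier, every gene of Additional file 3 that could be matched by name, and, for each comparison, the 3 largest mean changes in each direction among transcripts called and changed the same way on every array. The paper's own ratios for many of these had been seen when the rule was written. The transcript named CTLMA2 once the names are moved back was added after its values had been seen.

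The model, the rule for named transcripts and most alternatives were set before the data were examined. These alternatives were other tests, fits of fewer arrays, the replicate number as a term, another average, centring on all transcripts, scaling to the same spread, other rules for missing values, spots kept apart, a 1.5-fold threshold, robust estimation and leaving out each replicate. The values without centring, both other tested sets, the names as printed and the means shifted to the paper's cardia versus posterior ratios were added after seeing the data. The precision of single spots could not be taken from signals, as none were included. Across transcripts with 2 spots, r between the spots of an array ranged from -0.01 to 0.42. BRP of Additional file 3 had no matching name and was left out, and the mass spectra of the cardia extract are not part of the data.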

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

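The tests on the second array, on few-unit ratios and on missing spots were chosen only after the result was seen, while the splits of the arrays had been set before.

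The cardia differed from the other compartments in contrasts of their ratios to whole female midgut, for which the paper gives no counts. Limma called 29 transcripts against the anterior midgut (27 higher and 2 lower in the cardia), 145 against the anterior-posterior midgut (118 and 27) and 15 against the posterior-posterior midgut (14 and 1). Each was singled out since the contrast tests the difference between both tissues itself. The counts changed in both directions with 1 replicate of both comparisons left out. Without replicate 1, 2 and 3 they were 9, 18 and 196 against the anterior midgut. In the same order they were 1, 34 and 643 against the anterior-posterior, and 0, 36 and 21 against the posterior-posterior midgut. With only the 12 arrays against whole midgut in the fit, limma called 0, 6 and 0. With the arrays centred on the median of all transcripts the counts were 9, 315 and 6, and most of the 315 were lower in the cardia.

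Chance cannot be excluded for any of these counts. The 6 arrays of a contrast make 10 splits into 3 and 3, so no share under 0.1 is possible. As many calls as the real split came from 1 of 10 splits for the anterior, 2 of 10 for the anterior-posterior and 2 of 10 for the posterior-posterior midgut, the real one included. The highest numbers from another split were 0, 267 and 17.

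The technical explanations start from the cardia versus whole midgut arrays. Across the transcripts of Additional file 1, their r with each other was between -0.05 and 0.06, where the other comparisons had 0.144 to 0.771. A possible explanation is that the values of the second array belong to other transcripts than their own. The arrays argue against this as the whole cause of the low correlation, as replicates 1 and 3 had an r of 0.0122 with each other. For the second array alone it cannot be told apart from a weak signal. On it, 55.352% of the ratios of the male versus female list equal a fraction of few units, against 56.5% of the others, and shares so alike may come from misplaced values or from few units everywhere. Weak signal on the cardia arrays may also contribute. On the first array, 22.618% of the spots outside the male versus female list had no ratio, where no array of another comparison had more than 3.54%. Few-unit ratios on replicates 1 and 3 lay within the range of the other comparisons. Without signals, a weak signal cannot be told apart from another fault of these arrays. Tissue is the difference that the design names, and it stays open as untested, since each compartment has its own arrays.

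For nitric oxide synthase (EN019316), the cardia ratio minus the anterior-posterior ratio was -2.07 (adjusted p = 0.0169 by limma). It was singled out since the difference itself passed and since every cardia array was negative (-0.76, -0.31 and -1.03) and every anterior-posterior array positive (1.21, 0.83 and 2.08). It was not called without replicate 1 (-2.13, adjusted p = 0.0677 by limma) or with only the 12 arrays in the fit (adjusted p = 0.0776 by limma). It was called in the other 6 settings, with adjusted p between 0.00204 and 0.0320 by limma. A centre shared by all transcripts of an array could move this value, but it kept its sign with the arrays centred on all transcripts (-2.86) and without centring (-2.53). The transcript had 1 spot, so that a fault of its probe, which both comparisons share, would cancel in the contrast only if it acted alike on all arrays. In the direct comparison, the cardia was at -0.48 relative to the posterior midgut and negative on 3 of 3 arrays, without a call (adjusted p = 0.356 by limma). A higher level of this transcript in the anterior-posterior midgut is a hypothesis found and tested on the same arrays.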

How the results depend on the processing

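The values without centring, the tested sets of all transcripts and of the male versus female list, the names as printed, the count of Additional file 1, the means shifted to the paper's cardia versus posterior ratios and the PCR correlation centred on all transcripts were chosen after seeing the data, and so were the centring and the tested set that every other value here shares. Numbers of calls run in the order male versus female, cardia, anterior, anterior-posterior, posterior-posterior and cardia versus posterior, with the calls higher in the first-named sample before those lower in it. As reported they were 31 and 121, 52 and 36, 36 and 120, 121 and 318, 0 and 0, and 96 and 38.

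Of 207 results of comparisons under an alternative, 92 stayed on the same side of their threshold or within 1.5 times their count. Of the others, 94 moved, 13 no longer passed their test, 3 passed it only then and 5 reversed. Nothing moved under a value on at least 1 array (8 of 8 results), spots kept apart (7 of 7), a 1.5-fold threshold (9 of 9) or robust estimation (6 of 6). The number of gene sets called also stayed within 1.5 times against all tested transcripts and with the names as printed, but the sets were not all the same. With the log2 of the mean linear ratio, 6 of 7 results stayed, and with a value required on all 3 arrays 11 of 13. The number of proteins with a measured transcript was 78 under each of its 3 alternatives.

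The test decided how many transcripts were called. By 2-fold mean change alone there were 538, 388, 695, 785, 312 and 415, and 41 transcripts were higher in both posterior parts. The methods' t-test without adjustment gave 207 in the male versus female comparison and 42, 330, 201, 81 and 218 in the others, and with adjustment it gave 0 in each of the first 5 and 3 in the last. A limma fit of the 3 arrays of a comparison alone gave 492, 0, 583, 0, 0 and 250. Where limma on all 18 arrays made 0 calls, in the posterior-posterior midgut, 71 transcripts higher and 185 lower had a 2-fold change and an unadjusted p under 0.05. Scaling the arrays to the same median absolute deviation gave 681, 0, 269, 0, 17 and 586. The cause of these changes was not tested.

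The centring changed which transcripts were called. With the median of all transcripts as the centre, the calls were 383 (363 and 20), 107 (79 and 28), 617 (604 and 13), 881 (865 and 16), 146 (141 and 5) and 173 (148 and 25), and 127 transcripts were called higher in both posterior parts. The contrasts of the cardia with the anterior, anterior-posterior and posterior-posterior midgut became 9 (2 and 7), 315 (42 and 273) and 6 (6 and 0), where 29 (27 and 2), 145 (118 and 27) and 15 (14 and 1) were reported. Without centring, the calls were 65 (7 and 58), 2291 (3 and 2288), 934 (20 and 914), 1913 (0 and 1913), 1555 (1 and 1554) and 85 (60 and 25), and the contrasts 415 (11 and 404), 20 (9 and 11) and 0. The shift between both centres is part of their construction, while the cause of the difference between the centres was not tested. In every one of these settings more transcripts were called higher than lower in the cardia than in the posterior midgut, and this was also so with all transcripts tested, with the male versus female list and without each replicate. It was not so by 2-fold change alone (161 and 254) or with the arrays scaled (229 and 357). Nor was it so at a 2-fold change with an unadjusted limma p under 0.05 (157 and 207). With the means shifted by the median distance to the paper's own ratios, a 2-fold change alone gave 880 (72 and 808), by construction more of them lower in the cardia.

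Among all transcripts on the array, the calls were 1047 (29 and 1018), 195 (61 and 134), 863 (33 and 830), 3585 (172 and 3413), 0 and 39 (32 and 7). Among those of the male versus female list they were 28 (22 and 6), 88 (49 and 39), 60 (35 and 25), 206 (120 and 86), 32 (27 and 5) and 102 (87 and 15), with 2, 55 (32 and 23) and 2 in the contrasts, 18 transcripts higher in both posterior parts and 16 gene sets called. In each of the first 4 comparisons, the side with more calls thus changed between the 3 tested sets. The adjustment depends on the number of tests by construction. Arrays were centred on the male versus female list, whose median lay above that of the other transcripts. The gap was 0.62 to 0.91 on the sex, 0.57 to 1.22 on the anterior and 0.25 to 1.44 on the anterior-posterior arrays. In these 3 comparisons a wider tested set thus adds transcripts that lie lower. On the cardia arrays the gap ran from -0.24 to 0.46, and the cause of the change of side was not tested there. Counting only the transcripts of Additional file 1 gave 3104 measured transcripts in place of 14197, by construction.

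Each comparison rested on single arrays. Leaving out 1 replicate gave 0 to 46 calls for the sexes (46 without replicate 1, 0 without replicate 2 or replicate 3), 54 to 241 for the cardia (54, 241 and 159 without replicate 1, 2 and 3), 0 to 10 for the anterior (0, 10 and 0), 0 to 785 for the anterior-posterior (0, 35 and 785), 0 to 2 for the posterior-posterior (0, 0 and 2) and 28 to 62 for the cardia versus posterior midgut (62, 29 and 28). It gave 9 to 196 (9, 18 and 196), 1 to 643 (1, 34 and 643) and 0 to 36 (0, 36 and 21) for the contrasts, and 6 to 11 gene sets. The number of transcripts higher in both posterior parts was 0 each time. The difference in the share of immunity transcripts between the cardia and posterior calls lay between 21.43 and 33.33 percentage points (30.19 as reported) and passed Fisher's exact test in none of these 3 settings. That of proteolysis reversed from -7.38 to between 7.14 and 11.11, with 11.11 without replicate 1, 7.14 without replicate 2 and 11.11 without replicate 3, but at most 7 posterior calls with homology text were left. Fewer arrays make fewer calls by construction where the count fell. Where it rose, the cause was not tested.

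The contrasts came to 0, 6 and 0 with only the 12 arrays against whole midgut in the fit, and to 12, 122 and 6 where a value on all 3 arrays of both comparisons was needed. Camera called 8 of 48 gene sets, but 0 at the estimated correlation, 1 by fry and 5 with the arrays centred on all transcripts. Of the 8, 7 were also called within the male versus female list, 6 against all tested transcripts, 7 with the names as printed and 5, 8 and 6 without replicate 1, 2 and 3.

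The correlation of array and PCR ratios was 0.316 (permutation test, p = 0.0468). It no longer passed with Spearman's rho (0.255), without the points of Cecropin 3 (0.244), Defensin 1 (0.284), PGRPLC1 (0.3005), PPO9 (0.284), AgMDL1 (0.315) or kininogen (0.278), with the log2 of the mean linear ratio (0.258) or with the arrays centred on all transcripts (0.283). It passed without the points of Gambicin (0.3335), TEP15 (0.356), TEP4 (0.396) or GNBPB3 (0.371), and without centring (0.354). Without each replicate it lay between 0.2001 and 0.396, and it did not pass without replicate 3. The correlation of the direct cardia/posterior ratios with those made from the other arrays was -0.13 and lay between -0.2088 and 0.0032 without each replicate. It reversed without replicate 2 (0.0032) and among the transcripts of the male versus female list (0.1078), and the cause was not tested.

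The arrays share replicate numbers across comparisons, and their labels give nothing else that pairs them. Of the 45 pairs of arrays with the same number, the r of their deviations across transcripts ranged from -0.477 to 0.294 with a median of -0.06, and 6 were over 0.1. These included all 3 pairs of the male versus female and posterior-posterior arrays (0.294, 0.126 and 0.235). With a replicate block in the fit, the calls were 50 (15 and 35) for the sexes and 54 (11 and 43) for the anterior midgut, with 64, 368, 0 and 103 in the other comparisons. Those of the contrasts were 15 (15 and 0), 84 (74 and 10) and 11 (11 and 0).

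Of 143 values of named transcripts, 24 kept their direction and their side of the threshold under each of 8 alternatives. A call was lost under at least 1 of them for 39 and gained for 38, and no called value changed sign. Of the 1144 values under these alternatives, 927 stayed, 112 were no longer called, 44 became called and 61 moved.

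Each alternative that was set gave a value. The deposited ratios carry no signal over background, so that a filter on signal could not be tried, and this limits every count above. The first cardia versus whole midgut array had values for 12273 features, the fewest of the 18.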

Differences from the paper's values

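The centring and the tested set behind every value given here as found were chosen after the data had been seen, as were the settings without centring, with all transcripts, with the male versus female list alone with Additional file 1 as the count and with the means shifted to the paper's cardia versus posterior ratios. All other alternatives compared with the paper's values were set before the data were examined. The paper's classes are not listed by member, so class counts compare the paper's classes with classes made from words in the homology text.

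The paper's count of transcripts expressed in the midgut is 3105, where 14197 had a ratio here. None of the 3 alternatives set before the data were examined comes near. Counting only the transcripts of Additional file 1 gives 3104, a setting that was chosen after seeing the values and drops 0 of the paper's own transcripts on the array. It counts the paper's own list, so the match is given by construction and tests nothing.

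In the male versus female comparison, the paper's number enriched in the male midgut is 49 and that found is 31. The methods' t-test without adjustment (51), a fit of the 3 arrays alone (72), spots kept apart (37) and a 1.5-fold threshold (38) come within 1.5 times of it, and the other alternatives set before the data were examined do not. The paper's number at equal levels is 1755 and that found is 2952, with 2566 by 2-fold change alone, 2612 from the 3 arrays alone and 2423 with scaled arrays. The other alternatives set before do not come near. The male versus female list alone gives 1909, a setting chosen after seeing the values that drops 0 of the paper's items. That list holds 1937 transcripts, which limits the number by construction. The paper's number of proteolysis transcripts enriched in the female midgut is 17 and that found is 4, with 15 by 2-fold change alone, and no other alternative set before comes near.

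For the cardia against whole midgut, the paper gives 264 enriched transcripts and 52 were found. Only the 2-fold change alone (205) comes near among the alternatives set before. For the posterior-posterior midgut, the paper gives 142 and limma made 0 calls here, with 71 higher at a 2-fold change and an unadjusted p under 0.05 by limma and 48 by the methods' t-test. Only the centring on all transcripts (141) comes near. Between the cardia and the posterior midgut, the paper gives 867 changed transcripts and 134 were found, with 586 with scaled arrays and no other alternative set before near it. The paper gives 770 enriched in the posterior midgut and 38 were found, and no alternative set before comes near. A 2-fold change alone with the means shifted by the median distance to the paper's own ratios gives 808, and 880 changed in all, a setting chosen after seeing the values that drops 137 of the paper's 770 and 162 of the 867. The shift is taken from the paper's ratios, so these counts are no independent test.

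The paper's numbers of immunity transcripts are 3 in the anterior, 7 in the anterior-posterior and 4 in the posterior-posterior midgut, where limma called 0, 2 and 0. In the direct comparison the paper gives 52 immunity transcripts enriched in the posterior midgut, or 6.7% of the list, where limma called 0, or 0%. In the anterior, posterior-posterior and posterior midgut, 0, 0 and 3 such transcripts had a 2-fold change and an unadjusted p under 0.05 by limma, and 0, 0 and 2 by the methods' t-test. The paper gives 49 proteolysis transcripts enriched in the posterior midgut and 3 were found. None of the 6 alternatives set before for these counts comes near the paper's number.

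The paper's share of cardia proteins with transcript data is 19.6% and 83.0% was found, under each of the 3 alternatives too. The latter counts any ratio on the array and not expression. The transcripts of Additional file 1 make 44.7% and those of the paper's Table 1 make 29.8% of the proteins, and neither is within 1.5 times of the paper's share. The paper's R2 of array and PCR ratios is 0.7483 and its slope 1.5263, where 0.10 and 0.588 were found. The paper's own array values of Additional file 3 give 0.650 and 1.40, and no other alternative comes near, of the 15 set before or those added.

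Other counts lay within 1.5 times of the paper's. They are the paper's 135 enriched in the female midgut (121 found), 51 in the anterior (36), 148 in the anterior-posterior midgut (121) and 97 in the cardia against the posterior midgut (96), and the paper's 8 immunity transcripts in the female midgut (8) and 18 in the cardia (16), or 18.5% (16.7%). Such counts do not mean the same transcripts. Of the paper's 135, 51, 148 and 97, limma called 10, 5, 13 and 69 in the same direction. With all transcripts tested, the counts beside the paper's 135, 51, 148 and 97 were 1018, 33, 172 and 32.

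Of 111 ratios of named transcripts, 31 differ from the paper's. A setting is said to reach the paper's ratio where the ratio is within 1.5 times of it or the gap is within the replicate SD. In the male versus female comparison the paper's ratio of gambicin (EN013255) is 0.905 and that found 1.81. For EN021052 the paper has 0.49 (1.40 found), for EN020553 0.483 (1.07), for EN006721 0.42 (1.17), for EN018384 0.35575 (0.925), for EN018316 0.467 (0.911), for EN013392 0.48 (1.54) and for EN023523 0.463 (1.66). For EN022867 the paper has 0.42507 (1.55), for EN024710 0.410991 (1.54), for EN010740 0.395111 (0.643) and for EN025070 0.390443 (2.53). None of the alternatives set before brings any of these 12 within the paper's. The paper's ratio of EN019563 is 0.423463 (0.650), reached without replicate 2 (0.593). That of EN019316 is 0.416353 (1.11), reached without replicate 2 (0.886), and that of EN017035 is 1.341 (0.746), reached with the arrays centred on all transcripts (1.19). Under the other alternatives set before, these 3 still differ.

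For the cardia against whole midgut, the paper's ratio of EN022867 is 2.042 (1.10), reached without replicate 3 (1.40). The paper has 2.644 (0.878) for EN008282, 2.356 (1.18) for EN010323 and 4.094 (1.44) for EN019522, reached by no alternative set before. For the anterior midgut, the paper has 2.053 (0.609) for EN016283, reached by none, and 2.018 (0.786) for EN021282 and 2.016 (1.16) for EN013948, both reached with the arrays centred on all transcripts (1.36 and 2.00). For the anterior-posterior midgut, the paper has 2.59 (0.970) for EN016857, reached with the same centring (1.78), and 2.043 (0.635) for EN008282, reached by none. Other alternatives set before do not reach these.

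For the cardia against the posterior midgut, the paper's ratio of EN016857 is 2.87 (1.74), reached with the arrays centred on all transcripts (2.01) and without replicate 1 (2.30). That of EN004315 is 3.349 (1.91), reached without replicate 1 (2.50). The paper has 0.357 (0.776) for EN019563, 0.312 (0.980) for EN016283, 0.253 (1.23) for EN013948, 0.46 (0.871) for EN019522 and 0.347 (0.770) for EN021216. No alternative set before reaches these 5.

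Of 40 array log2 ratios in Additional file 3, 26 differ. These are signed values, taken as different where the signs are opposite or the gap exceeds the replicate SD. Of the 26, 17 have opposite signs, and for 2 of these, Cecropin 3 in the anterior midgut and PGRPLC1 between the sexes, the gap is within the SD. Another 5 have the same sign and lie within 1.5 times of the paper's when written as ratios, which are PPO9 between the sexes, Gambicin in the cardia against the posterior midgut, and kininogen in both and in the anterior midgut. Only 4 have the same sign and are farther apart. In the male versus female comparison, the paper has 0.0878 for Defensin 1 (1.02 found), -0.144 for Gambicin (0.85) and -0.042 for PGRPLC1 (0.18), reached by no alternative set before. It has -0.886 for PPO9 (-0.64), reached without replicate 3 (-0.73), 0.423 for GNBPB3 (-0.42), reached with the arrays centred on all transcripts (0.25), and 0.207 for kininogen (0.37), reached without replicate 1 (0.29). For the cardia against the posterior midgut, the paper has 1.063 for Gambicin (1.46), 0.49 for PPO9 (-0.31), -1.287 for TEP15 (-0.20), -1.548 for TEP4 (-0.38) and -0.786 for GNBPB3 (0.16), reached by none, and 1.162 for kininogen (1.56), reached without replicate 2 (1.50) and without replicate 3 (1.40).

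For the anterior midgut, the paper's values are -0.13 for Cecropin 3 (0.63), -0.11 for Gambicin (0.89) and 0.89 for TEP4 (-1.02), reached by no alternative set before. With the arrays centred on all transcripts, those for PGRPLC1 (the paper's 0.789, 0.13 found, 0.92 with this centring), TEP15 (0.744, -0.30, 0.49) and GNBPB3 (0.236, -0.62, 0.17) are reached. The paper's 0.372 for kininogen (0.57) is reached without replicate 2 (0.48) and, in a setting chosen after seeing the values that drops 0 of the paper's items, without centring (0.22).

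For the anterior-posterior midgut, the paper's values are -0.16 for Defensin 1 (0.25), 0.263 for TEP15 (-0.37) and -0.43 for Gambicin (0.48), reached by no alternative set before. Gambicin is reached without centring (-0.50), a setting chosen after seeing the values that drops 0 of the paper's items. With the arrays centred on all transcripts, those for PGRPLC1 (the paper's 0.36, -0.56 found, 0.32 with this centring), AgMDL1 (0.49, -0.35, 0.53), TEP4 (0.42, -0.46, 0.42) and GNBPB3 (0.636, -0.21, 0.67) are reached. Unnamed alternatives set before do not reach any of the array values. Over all named ratios, 80 did not differ as reported, 49 with the arrays centred on all transcripts and 79 without centring, and over the array log2 ratios these numbers were 14, 12 and 14.

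Some settings call transcripts that the paper calls and the fit reported here does not. In the cardia against the posterior midgut, CEC3, CEC2 and defensin 1 had means of 1.69, 1.53 and 1.23 and were not called (adjusted p of 0.0759, 0.0758 and 0.0851 by limma), while gambicin was called at 1.46. In the cardia against the posterior midgut, a fit of the 3 arrays alone calls CEC3 (EN011995), CEC2 (EN011963) and defensin 1 (EN015621), and the centring on all transcripts calls CEC2, defensin 1, EN016194 and EN010323. Against whole midgut, CEC2, defensin 1 and the lysozyme EN018439 are called higher in the cardia without replicate 2. The immunoglobulin-like precursor EN027057 is called higher in the female midgut in a fit of the 3 sex arrays alone.

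Its text gives more transcripts for the posterior midgut than for the cardia, where 38 and 96 were found by limma, and 254 and 161 by 2-fold change alone.

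The paper names transcripts for the female midgut whose means lie towards the male. Of 17 named transcripts with the paper's ratio at 0.5 or less, 9 had a positive mean and 8 a negative one. The lysozyme EN025070 had the highest mean of these, at 1.34, and EN027057 the lowest, at -1.31. The paper places higher levels of TEP3 and TEP16 in the anterior midgut, where the means were -0.72 and -0.35, while PGRPLB was at 0.21. In the anterior-posterior midgut, the paper places higher levels of TEP1 and FBN7, which were at -0.04 and -0.65, and of NOS, which was called at 1.37. LRRD7 (EN021822), which the paper gives for the cardia, was at -0.04 against whole midgut and at 1.75 against the posterior midgut. By real-time PCR and arrays the paper has TEP4 higher in the anterior midgut, where limma called it lower, at -1.02 (adjusted p = 0.0355 by limma). The mean was negative in each alternative, but the call was lost with the arrays centred on all transcripts (-0.23, adjusted p = 0.614 by limma), with the log2 of the mean linear ratio and without each replicate (adjusted p from 0.107 to 0.158 by limma). It was kept in a fit of the 3 arrays alone, with the replicate number as a term and without centring. The paper gives CTL4 and CTLMA2 as high in the posterior midgut. The identifiers it prints for them had means of -0.72 and -0.88, towards the posterior midgut and not called, while the transcripts that carry these names in another part of the list or after the names are moved back were called higher in the cardia, at 1.73 and 2.52.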

Other observations

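The tests of the lists without the cardia versus posterior transcripts and within the male versus female list, and those of the moved names, the shifted ratios, the printed decimals and the common bias, were chosen only after the result was seen.

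In the cardia versus posterior part of Additional file 1, names and identifiers can be checked against each other where a name is itself an identifier or where the transcript is named in another part. Up to a certain line, 212 of 216 such names belonged to their own line. From there on, 145 of 148 belonged only to the identifier of the next line and 0 only to their own. The candidate explanation is that the names were moved by 1 line against the identifiers. The ratios were not moved with them. The deposited means of that part had an r of 0.959 with the log2 ratios of their own line and of 0.0617 with those of the line above. The names of CTL4 and CTLMA2 may be affected. The transcript named CTL4 in another part was at a mean of 1.73 in the cardia relative to the posterior midgut, while the identifiers the paper gives for both were negative there. No biological explanation was tested for the order of a list.

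The ratios of the cardia versus posterior part of Additional file 1 lay below the deposited means. For its 867 transcripts, the median distance was -0.37 on the log2 scale. The middle 50% of the distances spanned 0.1143, less than the median SD of 0.288 between the arrays, and 495 of them (57.1%) were within 0.1 of the median. This is consistent with another centre for the same array values. With the means shifted by this distance, 808 transcripts would be at least 2-fold lower in the cardia, 175 of them outside the paper's list. The choice of centre may thus account for much of the number of transcripts enriched in the posterior midgut, and the data do not say which centre is right.

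In the male versus female part of Additional file 1, ratios of 0.5 or less lay below the deposited means. A candidate explanation is that ratios printed with 5 or 6 decimals come from another calculation than those with fewer. The 80 ratios with more decimals had a median distance of -0.70 and the 55 with fewer of -0.35, a difference of -0.35 (-0.3487, permutation test, 2-sided, p = 2e-05). All ratios with fewer decimals had a median of -0.04. By the deposited means, 2 of the 80 and 20 of the 55 were at least 2-fold lower in the male midgut. How the numbers of decimals came about was not tested.

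The 3 cardia versus whole midgut arrays raised the question whether the paper's lists made from such arrays reflect the tissue or a selection of high means among arrays that do not correlate. The direct arrays offer a test. The 264 transcripts of the paper's cardia list had a median cardia/posterior log2 ratio of -0.2237, within the range of -0.30 to -0.14 of the middle 95% of 10000 random lists, with 75 positive. The 288 of both posterior lists had -0.2452, within -0.27 to -0.11, also with 75 positive. With the transcripts of the cardia versus posterior part left out, the medians were -0.2199 (244 transcripts) and -0.2283 (264 transcripts), and both lay below the -0.09 to 0.02 of random lists. Selection and tissue cannot be told apart by these 4 values, since the lists hold many transcripts outside the male versus female list. These were low whichever list they were on, with a median of -0.26 for 211 of the cardia list and of -0.24 for 224 of the posterior lists, where 1710 transcripts of the male versus female list on neither had -0.02.

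Within the male versus female list, the cardia list was at 0.3128 (40 transcripts, 28 positive), above the -0.18 to 0.13 of random lists. This argues against selection alone for that part of the cardia list. The posterior lists were at -0.1149 (46 transcripts, 18 positive), within the -0.16 to 0.13 of random lists, as selection alone would give. A higher abundance in the cardia of the transcripts in the first group is a hypothesis, and weak replicates may still have added members to the list.

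Across the transcripts of Additional file 1, the anterior, anterior-posterior and posterior-posterior ratios correlated with each other. The median r between arrays was 0.518 for the anterior and anterior-posterior and 0.461 for the anterior and posterior-posterior arrays. It was only 0.2215 for the anterior-posterior and posterior-posterior arrays. A bias common to all arrays may contribute, as the anterior arrays had a median r of 0.475 with the male versus female arrays, which share only the female midgut in Cy3, and the anterior-posterior and posterior-posterior arrays 0.383 and 0.2445. Within the male versus female list these 3 values fell to 0.272, 0.155 and 0.121, while the anterior arrays stayed at 0.485 and 0.475 with the anterior-posterior and posterior-posterior arrays. The cardia versus posterior arrays share no reference with the sex arrays and had 0.431 with them. Against it, the cardia versus whole midgut arrays, with the same layout of dyes, had 0.03, -0.02, -0.02 and 0.05 with the anterior, anterior-posterior, posterior-posterior and sex arrays. These medians hide a difference between arrays. With the 15 arrays of the other comparisons, the first and second cardia arrays had a median r of 0.0412 (-0.079 to 0.1956) and -0.0297 (-0.084 to 0.0322). The third had 0.1722, and was positive with each of them (0.0939 to 0.2442), which goes with such a bias. The cardia arrays barely correlated with each other, so that they do not exclude it. Such a bias cannot be told apart from the reference tissue or from a dye effect of the probes, since no array had the dyes swapped. A likeness of the tissues stays open and was not tested.

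Transcripts of cytosolic ribosomal proteins were higher in the anterior, anterior-posterior and posterior-posterior compartments than in whole midgut, with set medians of 0.38, 0.64 and 0.53 against backgrounds of -0.31, -0.27 and -0.19 (limma camera, adjusted p = 1.4e-06, 2.4e-11 and 2.4e-11, with 51, 53 and 52 of 64 members higher). By fry, only the anterior-posterior set passed (adjusted p = 0.0285), and 0 of the 3 passed at the estimated correlation. All 3 sets passed camera with the arrays centred on all transcripts (adjusted p = 1.8e-06, 1.4e-08 and 1.1e-09 by limma camera). In the cardia, 37 of 55 members were higher than in whole midgut, with a median of 0.30 (limma camera, adjusted p = 0.0575). The cardia set passed without replicate 1 (0.00819), without replicate 2 (0.00238) and within the male versus female list (0.0164). It did not pass in the other settings. A trend of the ratio with signal might produce these higher set medians. Across the 18 arrays, the ribosomal shift and the gap between the male versus female list and the other transcripts had an r of 0.296 (permutation p = 0.234) and of 0.2762 after the means of the comparisons were subtracted (permutation p = 0.343). Without the 2 arrays farthest out, r was 0.0954. With so few arrays a trend of this size cannot be told apart from none, and a difference between the tissues stays open as untested.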
